# Hmga2 protein loss alters nuclear envelope and 3D chromatin structure

**DOI:** 10.1186/s12915-022-01375-3

**Published:** 2022-08-02

**Authors:** Giuseppina Divisato, Andrea M. Chiariello, Andrea Esposito, Pietro Zoppoli, Federico Zambelli, Maria Antonietta Elia, Graziano Pesole, Danny Incarnato, Fabiana Passaro, Silvia Piscitelli, Salvatore Oliviero, Mario Nicodemi, Silvia Parisi, Tommaso Russo

**Keywords:** High mobility group proteins, Pluripotent stem cells, Topologically associated domains, Lamin, Nuclear envelope, Histone modifications

## Abstract

**Background:**

The high-mobility group Hmga family of proteins are non-histone chromatin-interacting proteins which have been associated with a number of nuclear functions, including heterochromatin formation, replication, recombination, DNA repair, transcription, and formation of enhanceosomes. Due to its role based on dynamic interaction with chromatin, Hmga2 has a pathogenic role in diverse tumors and has been mainly studied in a cancer context; however, whether Hmga2 has similar physiological functions in normal cells remains less explored. Hmga2 was additionally shown to be required during the exit of embryonic stem cells (ESCs) from the ground state of pluripotency, to allow their transition into epiblast-like cells (EpiLCs), and here, we use that system to gain further understanding of normal Hmga2 function.

**Results:**

We demonstrated that Hmga2 KO pluripotent stem cells fail to develop into EpiLCs. By using this experimental system, we studied the chromatin changes that take place upon the induction of EpiLCs and we observed that the loss of Hmga2 affects the histone mark H3K27me3, whose levels are higher in Hmga2 KO cells. Accordingly, a sustained expression of polycomb repressive complex 2 (PRC2), responsible for H3K27me3 deposition, was observed in KO cells. However, gene expression differences between differentiating wt vs Hmga2 KO cells did not show any significant enrichments of PRC2 targets. Similarly, endogenous Hmga2 association to chromatin in epiblast stem cells did not show any clear relationships with gene expression modification observed in Hmga2 KO. Hmga2 ChIP-seq confirmed that this protein preferentially binds to the chromatin regions associated with nuclear lamina. Starting from this observation, we demonstrated that nuclear lamina underwent severe alterations when Hmga2 KO or KD cells were induced to exit from the naïve state and this phenomenon is accompanied by a mislocalization of the heterochromatin mark H3K9me3 within the nucleus. As nuclear lamina (NL) is involved in the organization of 3D chromatin structure, we explored the possible effects of Hmga2 loss on this phenomenon. The analysis of Hi-C data in wt and Hmga2 KO cells allowed us to observe that inter-TAD (topologically associated domains) interactions in Hmga2 KO cells are different from those observed in wt cells. These differences clearly show a peculiar compartmentalization of inter-TAD interactions in chromatin regions associated or not to nuclear lamina.

**Conclusions:**

Overall, our results indicate that Hmga2 interacts with heterochromatic lamin-associated domains, and highlight a role for Hmga2 in the crosstalk between chromatin and nuclear lamina, affecting the establishment of inter-TAD interactions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01375-3.

## Background

Hmga are non-histone chromatin proteins belonging to the high mobility group protein family [1]. Hmga proteins contain three different DNA binding domains, named AT-hooks domains, by which these proteins bind short AT-rich regions on DNA, and an acidic C-terminal tail [2]. The relevance of Hmga2 functions is demonstrated by the phenotypes of mouse loss of function mutants. Indeed, *Hmga2* gene KO causes the “pigmy” phenotype, mainly consisting in reduced body weight, about 40% of the normal weight [3]. This severe phenotype is due to the reduction of the adipose tissue mass and of that of skeletal muscles [4]. Hmga1, a protein similar to Hmga2, probably partially compensates for the absence of Hmga2: indeed, the *Hmga1/Hmga2* double KO mice have a dramatic phenotype with a 70% reduction of the body weight at birth, not compatible with pups survival [5]. In addition, *Hmga1/Hmga2* double KO also causes a certain degree of embryonic lethality, thus confirming the crucial role of these proteins during development [5].

Hmga proteins appear to dynamically interact with chromatin [6] and a vast literature indicates that they could be involved in various nuclear functions, among these heterochromatin formation, replication, recombination, and DNA repair [7–9]. Hmga proteins compete with histone H1 for the binding to internucleosomal linker DNA [10] and they also influence transcription, contributing to the assembly of complexes at initiator sequences [11] and to the formation of enhanceosomes [12–14].

Hmga2 is expressed during embryogenesis; its levels are undetectable in most adult cells, while it is strongly upregulated in cancer tissues [15]. Many studies aimed at addressing the functions of Hmga2 have been done in cancer cells, mostly because of its possible pathogenic role in various types of tumors. Hmga2 has a physiologic role in ESCs where it is induced upon differentiation and whose suppression alters the exit of ESCs from the ground state of pluripotency, preventing their transition into the primed state of pluripotency, i.e., into EpiLCs [16]. Thus, the transition from ESCs into EpiLCs represent an ideal experimental system where to study the functions of Hmga2 in a normal environment.

In this study, we observed that, in epiblast stem cells (EpiSCs), endogenous Hmga2 is mostly associated with heterochromatin regions interacting with Lamins and we demonstrated that, in pluripotent stem cells (PSCs) induced to exit from the naïve state, the loss of Hmga2 impacts the deposition and distribution of histone modifications and the integrity of the nuclear envelope. These results led to demonstrate that Hmga2 is crucial to guarantee the proper 3D structure of the chromatin, maintaining the right interactions among TADs inside the nucleus and their relationship with Lamin-associated chromatin domains.

## Results

### The absence of Hmga2 alters H3K27me3 deposition upon the induction of the transition from undifferentiated pluripotent stem cells into EpiLCs

Considering the general thought that Hmga2 is a chromatin protein, we explored the effects of *Hmga2* suppression (Additional file 1: Fig. S1A) on histone modification dynamics taking place upon the transition of PSCs into EpiLCs. As shown in Fig. 1A (and Additional file 1: Fig. S1B), the trimethylation of K27 of histone H3 (H3K27me3) is affected in *Hmga2* KO cells [16] induced to develop into EpiLCs.

**Fig. 1:**
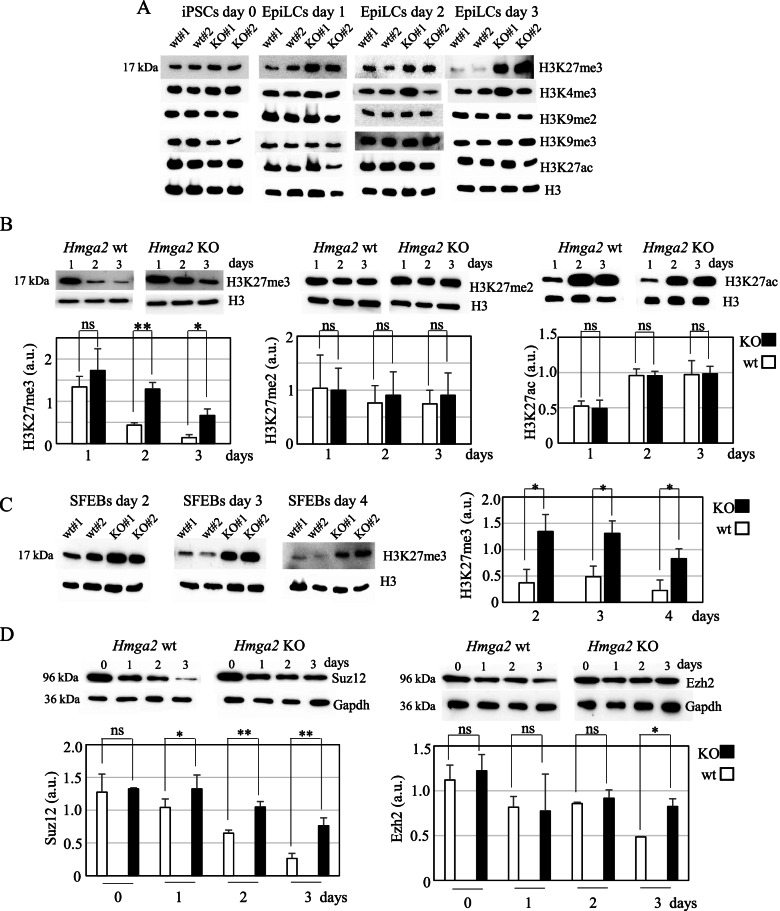
Perturbation of H3K27me3 levels in *Hmga2* wt and KO cells upon the induction of EpiLCs. **A** Western blotting images showing the levels of histone modifications (H3K27me3, H3K4me3, H3K9me2, H3K9me3, and H3K27ac) in wt and KO PSCs at day 0 (undifferentiated cells) and at three different times after the induction of the transition into EpiLCs (day 1, day 2, and day 3). The levels of the histone H3 were used as control. Two wt and two KO clones were used. Quantification and statistical analysis are reported in Additional file 1: Fig. S1B. **B** Western blotting and relative quantification graphs showing the levels of H3K27me3, H3K27me2, and H3K27ac during EpiLC establishment (time course experiments: days 1, 2, and 3) of wt and KO cells. **C** Western blotting images and relative quantification graph showing the levels of H3K27me3 in wt and KO PSCs during SFEB differentiation. **D** Western blotting images and relative quantification graph showing the levels of the PRC2 proteins Suz12 and Ezh2 during EpiLC establishment (time course experiments: days 1, 2, and 3) of wt and KO cells. The data in the graphs represent the mean ± SD (*n*=3 biological replicates) of H3K27me3, H3K27me2, and H3K27ac against total H3 (panels B and C) or of Suz12 and Ezh2 signal intensity against Gapdh expressed as arbitrary units (a.u.). Student’s *t*-test, two tailed (ns: not significant, *p<0.05, **p<0.01)

Indeed, while in basal conditions (undifferentiated cells) the levels of H3K27me3 were comparable in Hmga2 wt and KO cells, they were maintained higher in Hmga2 KO cells throughout the three days of EpiLC induction. This difference between wt and KO clones is clearly appreciable in time course experiments, where the expected decrease of H3K27me3 is less pronounced in Hmga2 KO cells than in the wt cells, while the amount of H3K27me2 and H3K27ac showed similar dynamics in both cells (Fig. 1B).

To understand whether the observed effect on the variations of the epigenetic state due to Hmga2 absence is a general mechanism to allow pluripotent stem cells to leave the naïve state, we induced the differentiation of wt and KO Hmga2 PSC clones through the formation serum-free embryoid bodies (SFEBs). This 3D-model mimics different aspects of cell differentiation during early mammalian embryogenesis and it is particularly useful for the interpretation of KO phenotypes, allowing to by-pass the limitations related to 2D-systems [17, 18]. In this experimental setting, the different behavior of H3K27me3 between wt and KO cells was clearly confirmed, with a sustained presence of this histone mark at 2, 3, and 4 days after the induction of differentiation (Fig. 1C). Considering that H3K27me3 modification is catalyzed by polycomb repressive complex 2 (PRC2), we analyzed the expression of two subunits of the core PRC2, Suz12, and Ezh2, and we observed a slight but significant change of Suz12 levels that remained higher in KO cells throughout the induction of the transition (Fig. 1D). A similar behavior, although less pronounced, was also observed for Ezh2 (Fig. 1D).

### Gene expression changes upon the induction of EpiLCs in the absence of Hmga2

The above-described results revealed that the absence of *Hmga2* influences the abundance of the repressive histone modification H3K27me3 upon the exit of PSCs from the undifferentiated naïve state. To address whether this phenomenon is accompanied by a Hmga2-dependent change in the gene expression profile, we performed an RNA sequencing (RNA-seq) experiment to compare *Hmga2* wt and KO cells at 24h after the induction of EpiLCs. 

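RNA was sequenced from wt cells, which came from 1 clone, and from the Hmga2 KO clones KO#1 and KO#2. Each was sampled at 0 h and 24 h, with 3 independent biological replicates in each of the 6 groups and 18 libraries in all. At 0 h the cells were induced pluripotent stem cells grown over inactivated fibroblast feeders with leukemia inhibitory factor and kinase inhibitors. EpiLCs were induced without feeders on a basement membrane matrix, in medium with Activin A and bFGF. The layer of feeder fibroblasts therefore differed between the time points along with the state of the cells. The authors made stranded libraries from total RNA, pooled them in equimolar amounts, sequenced them as paired ends, trimmed the adapters and discarded ribosomal RNA sequences. They aligned the remaining reads to GRCm38 and deposited the number of reads counted on each of 45706 genes as whole numbers, without normalization. The paper's text does not name the annotation release or the use of strand in the counting, and counts of genes that overlap other genes are uncertain for that reason.
Total counts ranged from 3466436 to 23872837 per library. At 0 h the median total was 10001297 in wt cells, 6358167 in KO#1 and 15952637 in the libraries labelled KO#2. At 24 h it was 20221310, 19177599 and 17600262, in the same order. The smallest level that the depth could show, 3 counts in a library, lay between 0.116 and 0.984 CPM, the counts scaled to a common library total after correction of each total by its TMM factor. Such floors cover counting error only. The composition of the libraries differed between groups at 24 h. Protein-coding genes held 54.4% ± 11.4 of the counts in wt cells at 24 h, 51.6% ± 10.9 in KO#1 and 83.1% ± 1.33 in the libraries labelled KO#2 (SD, n = 3 each).
Counts were normalized by edgeR's TMM method, and filterByExpr with a minimum count of 10 left 16619 genes. One model over the 18 libraries and 6 groups was fitted to these genes, and each comparison was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 are called changed or different. Replicates carry the numbers 1 to 3 in every group, and whether libraries with the same number were prepared together is not stated in the paper's text. Each comparison was therefore also fitted with the replicate number as a block. As a check on that pairing, the log2 CPM of each library was taken as its deviation from its group's mean and correlated with those of the other groups.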

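Hmga2 (ENSMUSG00000056758) lies on chromosome 10 of GRCm38 from 120361275 to 120476469, where the annotation also places 1700006J14Rik, 9230105E05Rik and Mir763. In wt cells at 0 h, replicates 1, 2 and 3 had 17.4, 13.3 and 22.4 CPM of Hmga2, from 53 to 268 counts. KO#1 had 10.2, 4.59 and 1.75 CPM at 0 h, from 22 to 78 counts. The libraries labelled KO#2 had 4.10, 1.84 and 8.25 CPM at 0 h, from 41 to 172 counts. At 24 h, wt cells had 5.87, 5.51 and 5.93 CPM, from 55 to 100 counts, and KO#1 had 3.67, 2.25 and 0.871 CPM, from 14 to 50 counts. The libraries labelled KO#2 had 10.5, 3.02 and 3.48 CPM at 24 h, from 78 to 200 counts.
Against wt cells at 0 h, the log2 fold change of Hmga2 was -1.71 in KO#1 (SE 0.63, adjusted p = 0.124) and -1.90 in the libraries labelled KO#2 (SE 0.62, adjusted p = 0.023), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h it was -1.36 in KO#1 (SE 0.64, adjusted p = 0.22) and -0.04 in the libraries labelled KO#2 (SE 0.60, adjusted p = 0.966), from the same quasi-likelihood test in edgeR. With each replicate left out in turn, it ranged from -1.90 to -0.92 in KO#1 and from -0.82 to 0.27 in the libraries labelled KO#2 at 24 h. Library sizes alone in place of TMM factors moved the latter the most, to 1.01, in a setting that shifted the median of all genes by 1.04. The block fit gave -1.47 and -0.22 at 24 h, and -1.89 and -1.94 at 0 h, in the same order. In wt cells, Hmga2 fell by 1.61 on the log2 scale from 0 h to 24 h (SE 0.62, adjusted p = 0.0362, edgeR's quasi-likelihood test). That call was lost in 5 of 17 alternatives, with adjusted p-values up to 0.117 (edgeR). In the main setting, a lower Hmga2 RNA level than in wt cells was thus called at 0 h in the libraries labelled KO#2 and in no other KO group. Without a filter on low counts it was also called in KO#1, at 0 h (adjusted p = 0.000524) and at 24 h (0.0123), both from edgeR. The call at 0 h in the libraries labelled KO#2 was lost in 4 settings, among them library sizes alone (adjusted p = 0.0583, edgeR). These counts measure RNA and not protein. For the suppression of Hmga2 the paper cites a western blot of the protein in wt and KO clones (Fig. S1A). That blot was not analysed here, and the RNA counts do not speak against it.
Over the 12 KO libraries, each taken as its deviation from its group's mean, Hmga2 rose with the mean log2 CPM of 8 fibroblast genes, Col1a1, Col1a2, Col3a1, Postn, Dcn, Lox, Thy1 and Acta2. Pearson's r was 0.904 (exact permutation p = 0.00309, adjusted 0.00618) and Spearman's rho was 0.902 (exact permutation p = 0.00463, adjusted 0.00926), both two-sided and adjusted over the 2 relations computed. Without the 2 libraries farthest from the median of the fibroblast score, r was 0.880. In wt cells the mean fibroblast score fell from 3.50 at 0 h to 1.58 at 24 h, over the same interval as Hmga2. The relation was not computed for wt libraries. The fall of Hmga2 in wt libraries therefore cannot be told apart from a loss of feeder RNA.

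**Figure D1:**
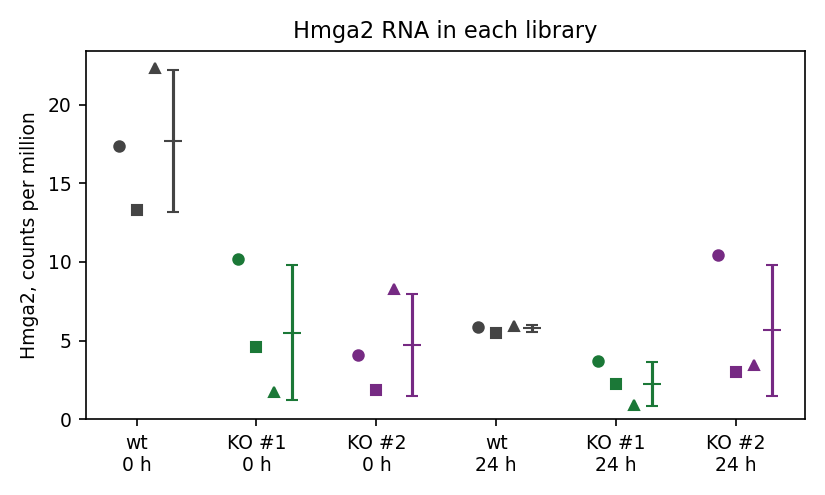
Hmga2 RNA in each library, in CPM on the vertical axis, for wt cells, KO#1 and the libraries labelled KO#2 at 0 h and 24 h. Circles, squares and triangles are replicates 1, 2 and 3, and the dash with bars is the mean ± SD (n = 3). At 24 h the libraries labelled KO#2 span 3.02 to 10.5 CPM, on both sides of the wt libraries.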

The expression profiles of wt cells and two independent clones of *Hmga2* KO cells were similar, with some exceptions (Fig. 2A). Indeed, we found 8341 genes whose expression was significantly modified 24 h after the exit from the naïve state of wt cells. 

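Across the tested genes, Pearson's r of log2 CPM between libraries of one group averaged 0.962 (range 0.935 to 0.982, 18 pairs of libraries). At 24 h, r between a wt and a KO#1 library averaged 0.943 (range 0.932 to 0.955, 9 pairs). Between a wt library and one labelled KO#2 it averaged 0.908 at 24 h (range 0.885 to 0.928, 9 pairs). At 0 h the averages were 0.921 for wt and KO#1 and 0.888 for wt and the libraries labelled KO#2. Between wt libraries of 0 h and 24 h, r averaged 0.858 (range 0.808 to 0.898, 9 pairs). These are correlations across genes, and genes are not independent replicates.
In a principal component analysis, the first component held 40.9% of the variance. On it the wt and KO#1 libraries of 24 h scored from 74.1 to 113, the libraries of 24 h labelled KO#2 from 3.20 to 56.9, and the 9 libraries of 0 h from -98.8 to -34.0. The second component held 22.2% of the variance, and on it the libraries labelled KO#2 scored from -82.0 to -71.2 and the others from -4.61 to 109. The third component (10.3%) separated KO#1, from -59.4 to -45.1, from the remaining libraries, from -11.5 to 42.5.
The log2 fold changes from 0 h to 24 h in wt cells correlated across genes with those in KO#1 (Pearson's r 0.775, Spearman's rho 0.814) and with those in the libraries labelled KO#2 (r 0.693, rho 0.703). Between the KO clones, r was 0.700 and rho was 0.702. The filter on low counts moved the correlations with wt cells the most. Without it, r was 0.558 for KO#1 and 0.468 for the libraries labelled KO#2, while with at least 10 counts in every library r was 0.901 for KO#1. In the fit with the replicate block, r was 0.774 and 0.692. Libraries of different groups with the same replicate number correlated in their deviations with a mean r of 0.0531, against -0.0266 for libraries with different numbers.

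**Figure D2:**
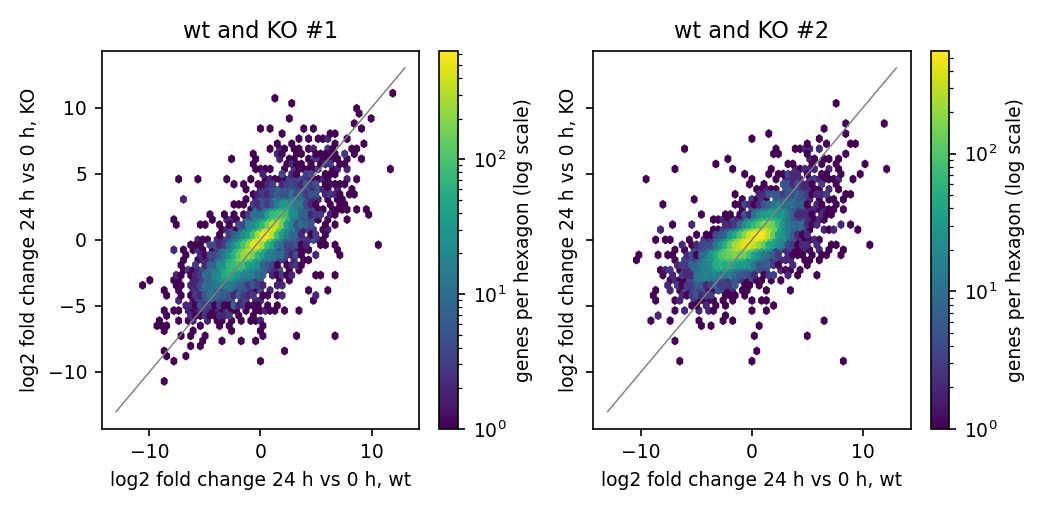
Log2 fold change from 0 h to 24 h in wt cells (horizontal axis) against that in KO#1 (left) and in the libraries labelled KO#2 (right) for all tested genes. Color gives the number of genes per hexagon on a log scale, and the grey line marks equal changes. Pearson's r is 0.775 on the left and 0.693 on the right.

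From these profiles the paper states that wt cells and both KO clones were similar, with some exceptions (Fig. 2A).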

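In wt cells, 8429 genes (50.7% of those tested) changed from 0 h to 24 h, of which 4322 rose and 4107 fell (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was reached by 9492 genes. Among the changed genes, the median size of the log2 fold change was 1.61. A stricter adjusted p-value under 0.01 moved the count the most, to 5783 genes. With each wt library left out in turn, between 6822 and 8115 genes changed. With the replicate block, 8647 genes changed, 8274 of them shared with the fit without it. The same-numbered wt libraries of 0 h and 24 h correlated in their deviations with a mean r of -0.0146. With library sizes alone in place of TMM factors, 21.4% of the changed genes rose, against 51.3%.
The largest rises in wt cells, among genes that changed with the same sign in all 3 lines, were those of Car4, Enpp2 and Wt1. The average log2 CPM of each was at least 2 and its replicates did not overlap between the time points. Car4 (ENSMUSG00000000805, chromosome 11 of GRCm38, 84957786 to 84966044) had 0 counts in each wt library at 0 h, and 36.0 ± 5.01 CPM (SD, n = 3) at 24 h, at least 71.4-fold higher. Enpp2 (chromosome 15, 54838901 to 54952892, overlapped by the antisense gene Gm26684) had 0 counts in each wt library at 0 h, and 29.9 ± 7.90 CPM (SD, n = 3) at 24 h, at least 59.4-fold higher. Wt1 (chromosome 2, 105126529 to 105173616) had 0 to 1 counts at 0 h and 50.2 ± 7.73 CPM (SD, n = 3) at 24 h, at least 99.8-fold higher. For counts of 0 in wt cells at 0 h, the smallest detectable level was 0.250 to 0.984 CPM. In KO#1 these genes were at least 42.3-fold, 11.4-fold and 13.0-fold higher at 24 h. In the libraries labelled KO#2, Enpp2 was at least 139-fold higher. There the log2 fold change was 5.20 for Car4 (SE 0.48, adjusted p = 6.09e-06, edgeR's quasi-likelihood test) and 5.59 for Wt1 (SE 0.55, adjusted p = 4.58e-06, same test in edgeR).
The largest falls by the same rule were those of Spic, Ly6g6e and Fos. Spic (chromosome 10, 88674772 to 88685015) had 2.93 ± 1.31 CPM (SD, n = 3) in wt cells at 0 h and 0 counts at 24 h, where the smallest detectable level was 0.176 to 0.301 CPM, so it was at least 13.3-fold lower. Ly6g6e (chromosome 17, 35076902 to 35078804, overlapped by the antisense gene Ly6g6d) had 24.7 ± 2.77 CPM (SD, n = 3) at 0 h and 1 count in each wt library at 24 h, at least 112-fold lower. Fos (chromosome 12, 85473890 to 85477273) had a log2 fold change of -7.60 in wt cells (SE 0.92, adjusted p = 7.01e-06, edgeR's quasi-likelihood test), from 29.5 to 177 CPM in single libraries at 0 h. In KO#1, Spic was at least 58.4-fold lower at 24 h, and the log2 fold changes of Ly6g6e and Fos were -6.46 and -5.35. In the libraries labelled KO#2 they were -5.73 for Spic, -5.86 for Ly6g6e and -3.25 for Fos.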

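In KO#1, 6774 genes changed from 0 h to 24 h (3348 rose and 3426 fell), and 8316 had an unadjusted p-value under 0.05. In the libraries labelled KO#2, 4324 genes changed (2111 rose and 2213 fell), and 6294 had an unadjusted p-value under 0.05. With the replicate block, 6936 genes changed in KO#1 (6575 shared) and 4520 in the libraries labelled KO#2 (4189 shared). The same-numbered libraries of 0 h and 24 h correlated in their deviations with a mean r of -0.128 in KO#1 and 0.263 in the libraries labelled KO#2. Of the genes changed in wt cells, 5404 (64.1%) changed in KO#1 with the same sign, 3291 (39.0%) in the libraries labelled KO#2, 2650 (31.4%) in both and 6045 (71.7%) in at least 1 of them. A change with the opposite sign in either clone was called for 50 genes (0.593%). Whether or not a change was called in the clones, 7397 (87.8%) had the sign of wt cells in both. The share changed with the same sign in both clones was 32.4% with the replicate block. It moved the most when single libraries were left out, between 20.5% and 36.2%.
The naive marker panel was the mean log2 CPM of 10 genes, Nanog, Klf2, Klf4, Esrrb, Tfcp2l1, Tbx3, Zfp42, Prdm14, Nr0b1 and Dppa3. In wt cells it was 7.37 ± 0.18 (SD, n = 3) at 0 h and 3.48 ± 0.10 at 24 h. In KO#1 it was 7.47 ± 0.13 and 4.56 ± 0.14, and in the libraries labelled KO#2 it was 7.15 ± 0.15 and 4.59 ± 0.69. At 24 h the panel was 1.09 higher in the 6 KO libraries than in the 3 wt libraries (exact permutation test, two-sided, p = 0.0119, the smallest p that 84 splits allow), and by clone it was 1.08 and 1.11 higher (exact permutation p = 0.1 each, the smallest that 3 against 3 allow). At 0 h the difference was -0.06 (exact permutation p = 0.667). The panel tests exchange single libraries, and replicates of a clone are not independent units of genotype. Their p-values therefore measure the spread between libraries, not between clones. With 1 wt clone, an effect of Hmga2 cannot be told apart from a difference between clones. At 24 h, 5 of the 10 genes were called higher than in wt cells in KO#1 and 6 of 10 in the libraries labelled KO#2, over all genes and over the list alone. At 0 h, 3 and 5 of the 10 were already called different over all genes, 2 of them higher in each clone. Tested directly, the change from 0 h to 24 h differed from wt cells in 0 of 10 genes in KO#1. In the libraries labelled KO#2 it differed in 3 of 10. Over the list alone these numbers were 1 and 8.
The primed marker panel, the mean of 8 genes, Fgf5, Otx2, Dnmt3a, Dnmt3b, Pou3f1, Sox3, Lef1 and Zic2, was 6.16 ± 0.40 in wt cells at 24 h, 4.86 ± 0.55 in KO#1 and 5.34 ± 0.68 in the libraries labelled KO#2 (SD, n = 3 each). The difference between the KO and the wt libraries was -1.06 at 24 h (exact permutation test, two-sided, p = 0.0357), and -0.63 at 0 h (exact permutation p = 0.0119). With each library left out in turn, the p-value of the primed panel at 24 h was above 0.05 in 8 of 9 fits. The panel tests did not pair libraries by replicate number. For replicates 1, 2 and 3 at 24 h, the primed scores were 5.87, 6.00 and 6.62 in wt cells and 4.32, 4.83 and 5.42 in KO#1. In the libraries labelled KO#2 they were 5.93, 4.60 and 5.49. With library sizes alone the difference of the primed panel between the KO and the wt libraries at 24 h was -0.55 (exact permutation p = 0.476). For the libraries labelled KO#2 taken alone it was 0.24 in place of -0.82, the opposite direction. That setting shifted the median log2 fold change of all genes in these libraries against wt cells at 24 h by 1.04. The change of direction is therefore not specific to the primed panel. These panels compare RNA levels within the libraries as labelled, and at 24 h Hmga2 RNA in the libraries labelled KO#2 was not called different from wt cells.

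**Figure D3:**
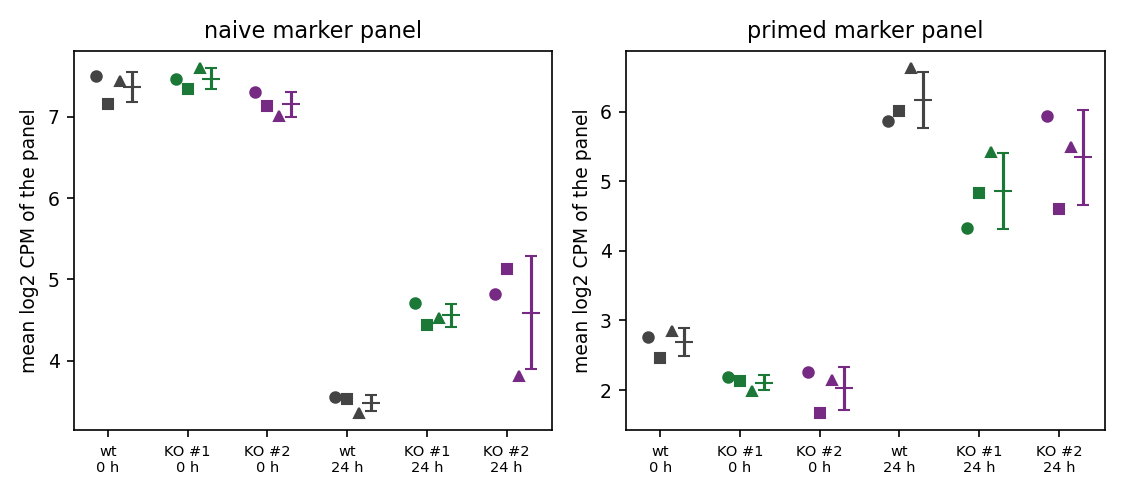
Mean log2 CPM of the naive (left) and primed (right) marker panels in each library. Circles, squares and triangles are replicates 1, 2 and 3, and the dash with bars is the mean ± SD (n = 3). The naive panel at 24 h spans 3.36 to 3.55 in wt cells and 3.81 to 5.13 in the KO libraries.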

Most of these genes were similarly modified in *Hmga2* KO cells (Additional file 2: Table S1). 

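A change called only in wt cells was found for 2342 genes, and a change called in both KO clones and not in wt cells for 340 genes. Under the replicate block these sets held 2379 genes (2065 shared) and 368 genes (296 shared). With single libraries left out, the number called only in wt cells lay between 1577 and 3530 genes. With at least 10 counts in every library, 1483 genes were called only in wt cells and 154 only in both KO clones.
Among the genes called only in wt cells, 1245 rose. Signed by the direction in wt cells, the median log2 fold change was 1.27 in wt cells, 0.55 in KO#1 and 0.33 in the libraries labelled KO#2. The direction of wt cells was shared by 2124 genes (90.7%) in KO#1, by 1863 (79.5%) in the libraries labelled KO#2 and by 1732 (74.0%) in both. An unadjusted p-value under 0.05 in either KO clone was reached by 892 of these genes (38.1%). Signed by the direction in KO#1, the genes called only in both KO clones had a median log2 fold change of 0.60 in wt cells, 1.63 in KO#1 and 1.56 in the libraries labelled KO#2. All 3 lines had one sign in 289 of them (85.0%), and 68 had an unadjusted p-value under 0.05 in wt cells.

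**Figure D4:**
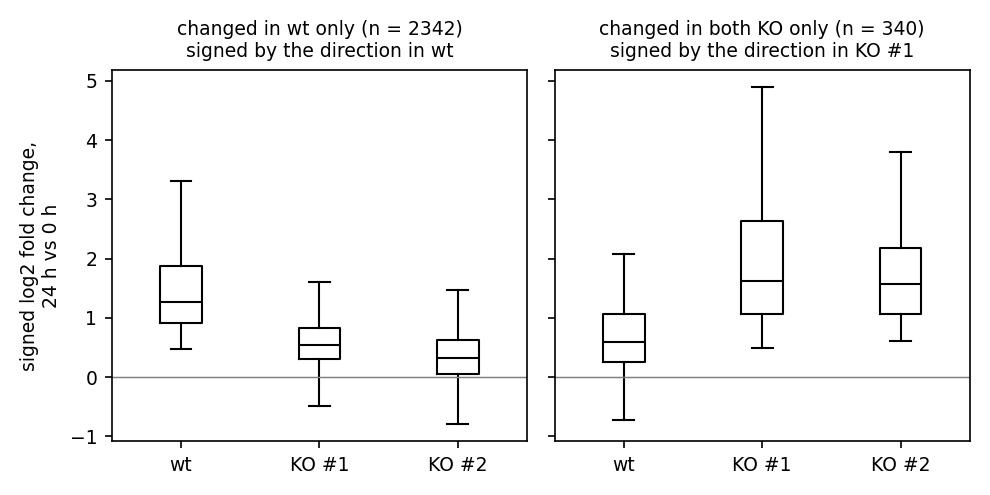
Signed log2 fold change from 0 h to 24 h in wt cells, KO#1 and the libraries labelled KO#2, for the 2342 genes called only in wt cells (left, signed by wt cells) and the 340 called only in both KO clones (right, signed by KO#1). Boxes span the quartiles around the median, and whiskers reach 1.5 times that span. The medians on the left are 1.27, 0.55 and 0.33.

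The difference between the response of a KO clone and that of wt cells was tested directly with an interaction term. Over all tested genes, the response differed from wt cells in 65 genes in KO#1 (42 with a higher log2 fold change) and in 244 genes in the libraries labelled KO#2 (158 higher). It differed in both with one direction in 27 genes. An unadjusted p-value under 0.05 was reached by 1679 and 3920 genes. With the replicate block, 50 genes (42 shared) and 447 genes (237 shared) differed. The same-numbered libraries of the 4 groups compared correlated in their deviations with a mean r of 0.0473 for wt cells and KO#1 and 0.0766 for wt cells and the libraries labelled KO#2. Without a filter on low counts, 307 and 1717 genes differed. With library sizes alone, 4 and 801 genes differed. Of the genes called only in wt cells, the response differed in 6 in KO#1 and in 42 in the libraries labelled KO#2, in 45 in either and in 3 in both. Of the genes called only in both KO clones, it differed in 9 in each, in 16 in either and in 2 in both. These counts use p-values adjusted over all tested genes. Adjusted over each set alone, the response differed in KO#1 in 0 of the genes called only in wt cells. In the libraries labelled KO#2 it differed in 98 of them. For the genes called only in both KO clones these numbers were 35 and 14. Both sets were chosen by calls from these same counts. The numbers adjusted within them therefore have no known share of false calls, unlike those adjusted over all tested genes.
Casp9 and Fhl1 were the genes called only in wt cells whose response differed in both clones and that had an average log2 CPM of at least 2 and replicates that did not overlap. Casp9 (chromosome 4 of GRCm38, 141793612 to 141815976, overlapped by the antisense genes Cela2a and Ctrc) was at 30.9 ± 3.45 CPM (SD, n = 3) in wt cells at 0 h and 5.88 ± 1.91 at 24 h, a log2 fold change of -2.38 (SE 0.29, adjusted p = 7.53e-06, edgeR's quasi-likelihood test). At 24 h it was at 20.7 ± 6.17 CPM in KO#1 and 14.4 ± 2.88 in the libraries labelled KO#2 (SD, n = 3 each). Its response differed from wt cells by 1.87 in KO#1 (SE 0.39, adjusted p = 0.0457) and by 2.02 in the libraries labelled KO#2 (SE 0.39, adjusted p = 0.0167), from the same test in edgeR. The replicate block gave an adjusted p-value of 0.0528 for Casp9 in KO#1 and 0.0162 in the libraries labelled KO#2 (edgeR). Fhl1 (chromosome X, 56731787 to 56793346, overlapping Gm23258 on its strand) had a log2 fold change of -1.75 in wt cells (SE 0.25, adjusted p = 2.76e-05, edgeR's quasi-likelihood test). The differences in response were 1.61 (SE 0.34, adjusted p = 0.0463) and 1.65 (SE 0.34, adjusted p = 0.0201) in edgeR, and the former did not pass the threshold with the replicate block (adjusted p = 0.0589).
Of the genes called only in both KO clones, a rule fixed in advance took Bcl2l15, Nrros and E2f2. Each had an average log2 CPM of at least 2 and replicates that did not overlap. Bcl2l15 (chromosome 3, 103832601 to 103854618, overlapping Gm43064 on its strand) had a log2 fold change of 6.78 in KO#1 (SE 0.72, adjusted p = 3.83e-06) and 3.92 in the libraries labelled KO#2 (SE 0.60, adjusted p = 0.000154), from edgeR's quasi-likelihood test, and of 0.77 in wt cells. At 24 h it was at 61.2 ± 29.3 CPM in KO#1 and 12.5 ± 4.84 in the libraries labelled KO#2 (SD, n = 3 each). Nrros (chromosome 16, 32142785 to 32165594) had log2 fold changes of 2.52 and 4.26 in the clones and -0.36 in wt cells. E2f2 (chromosome 4, 136172394 to 136196057) had log2 fold changes of 1.83 and 1.96 in the clones and -0.67 in wt cells. The difference from the response of wt cells passed the threshold in KO#1 for Bcl2l15 (adjusted p = 0.0227) and not for Nrros (0.0682) or E2f2 (0.082), from edgeR's quasi-likelihood test. In the libraries labelled KO#2 it passed for Nrros (adjusted p = 0.00356) and E2f2 (0.0343) and not for Bcl2l15 (0.0849), from the same test in edgeR.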

There were 2311 genes whose expression was significantly modified only in wt cells and in none of the two *Hmga2* KO clones, while the expression of 343 genes was significantly modified only in both *Hmga2* KO clones and not in the wt cells. Then, we compared the list of genes, whose expression changes upon EpiLC induction appeared to be Hmga2-dependent, with the list of PRC2 putative target genes, available in GEO GSE74330 [21]. This comparison showed no significant enrichments.

**Fig. 2:**
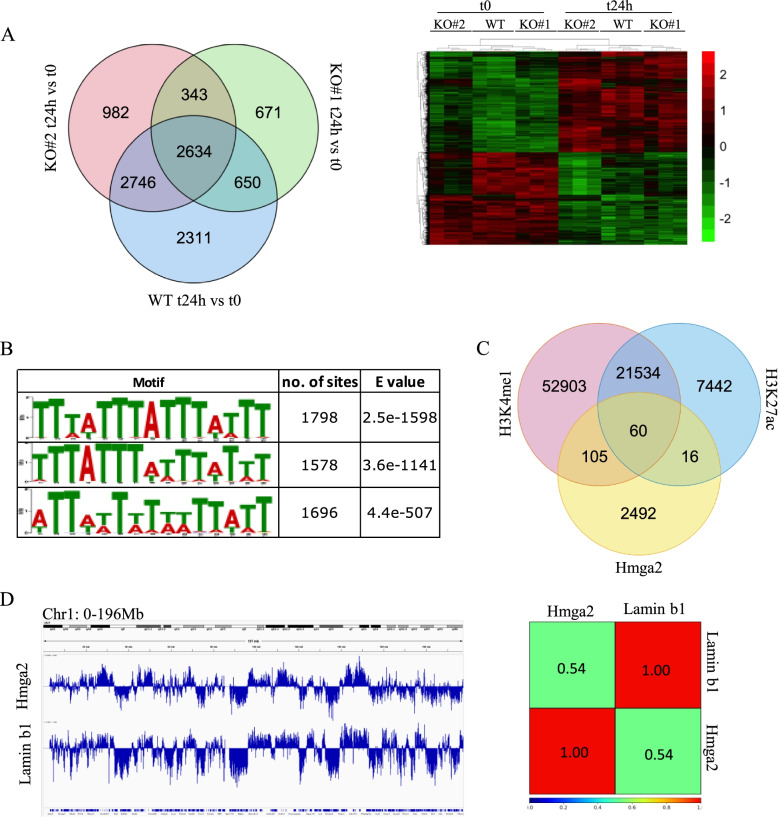
Hmga2 association with chromatin. **A** Comparison of the expression profiles of wt and Hmga2 KO cells induced to differentiate into EpiLCs. The profiles of the two cell types are similar (see also Additional file 2: Table S1) with some differences indicated in the Venn diagram. The heatmap shows the 2634 genes with a common behavior in the three cell clones, according to the Venn diagram. **B** DNA sequence motifs in the regions of the peaks of Chip-seq experiment with chromatin from wt EpiSC, immunoprecipitated with the anti-Hmga2 antibody and analyzed by MEME-chip software with default options. The three consensus sequences emerging from the analysis are shown. **C** Venn diagram of the alignment between Hmga2 peaks and those of chromatin markers H3K4me1 (GSM1382217 from ref. [19]) and H3K27ac (GSM1382219 from ref. [19]). **D** ChIP-seq data of Hmga2 in wt EpiSCs were aligned with available data of DamID in mouse ESCs (ref. [20], GSE17051). The results show a significantly overlap with the regions associated with Lamin b1 (about 51% Spearman correlation). The image shows a 196 Mb region of chromosome 1

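In the deposited counts, 2665 genes changed from 0 h to 24 h in all 3 lines (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1265 rose in all 3 lines, 1385 fell in all 3, and the signs of the rest differed between lines. Where the signs were the same, the median size of the log2 fold change was 2.11 in wt cells, 1.79 in KO#1 and 1.50 in the libraries labelled KO#2. A stricter adjusted p-value under 0.01 moved the number called in all 3 lines the most, to 1334 genes. Fitted with the block, it was 2820 genes, 2571 of them shared. The mean r of the deviations of same-numbered libraries of 0 h and 24 h, averaged over the 3 lines, was 0.0403. Of the remaining changed genes, 2767 were called in wt cells and KO#1 and not in the libraries labelled KO#2, and 655 in wt cells and the libraries labelled KO#2 and not in KO#1. Under the replicate block they held 2805 genes (2528 shared) and 643 genes (544 shared). A change called in 1 KO clone alone was found for 1002 genes in KO#1 and 664 in the libraries labelled KO#2, or 943 (825 shared) and 689 (566 shared) with the replicate block.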

### Hmga2 association with chromatin in EpiSCs

There are numerous results indicating that Hmga2 interacts with chromatin at specific sites, thus contributing to gene regulation [11–14]. A genome-wide analysis of Hmga2 interaction with chromatin was already done in undifferentiated mouse ESCs overexpressing the recombinant protein [22] that demonstrated a diffuse interaction of Hmga2 with chromatin. We sought to explore endogenous Hmga2 association with chromatin and this was possible in EpiSCs (see the “Methods” section) where the levels of Hmga2 are enough high.

Thus, we performed a ChIP-seq experiment using a primary antibody against Hmga2 and this experiment allowed us to detect a diffuse interaction of endogenous Hmga2 with chromatin, confirming the previously published results obtained in undifferentiated ESCs [22]. In addition, we observed 2673 sites where Hmga2 accumulated as discrete peaks in our non-replicated experiment (2-fold, *p*< 0.001, see Additional file 3: Table S2). The analysis of the sequences of these Hmga2 peaks, by MEME-ChIP software, allowed us to identify three significant motifs (Fig. 2B).

These peaks were preferentially located at the inter-nucleosomal spacers, as demonstrated by the alignment of Hmga2 ChIP-seq with the data deriving from the MNase-seq experiments (ref. [23]) indicating that the number of the overlapping peaks is negligible.

A small number of Hmga2 peaks overlapped or were in close spatial relationship with putative enhancer elements marked by H3K4me1, H3K27ac, or both (Fig. 2C), while no significant overlapping between Hmga2 peaks and H3K27me3 peaks was observed. In all the cases analyzed, the histone marks of the putative enhancers were not significantly modified upon the silencing of *Hmga2* in EpiSCs (Additional file 4: Fig. S2). Furthermore, no significant associations were found between the genes whose transcription start site (TTS) is located within 100 kb from these putative enhancers and the genes whose expression was different in wt vs *Hmga2* KO cells.

The above-reported results do not support a direct relationship between Hmga2 association with chromatin, the observed changes in histone mark deposition and/or with gene expression modification in *Hmga2* KO cells. However, it should be considered that the ChIP-seq experiment was done with chromatin from EpiSCs; thus, a different interaction pattern of Hmga2 during the early steps of this transition cannot be excluded.

### Hmga2 loss alters the structure of the nuclear lamina in differentiating cells

The analysis of Hmga2 ChIP-seq data showed a significant association (~51% Spearman correlation) of this protein with non-transcribed regions and with Lamin-associated domains (LADs) [24] (Fig. 2D), confirming the results already observed in ESCs overexpressing *Hmga2* [22]. Lamins guarantee the proper structure of the nuclear periphery and are essential to maintain an adequate 3D genome organization [25]. We asked whether the cells lacking Hmga2 suffer from alterations of the NL. Therefore, we performed Lamin b1 (Lmnb1) immunofluorescence on *Hmga2* wild-type and knock-out cells during the transition into EpiLCs. At day 1, *Hmga2* KO cells showed a remarkable distortion of the NL compared to the wt cells, with many nuclear protrusions and a clear nuclear blebbing (Fig. 3A, B).

**Fig. 3:**
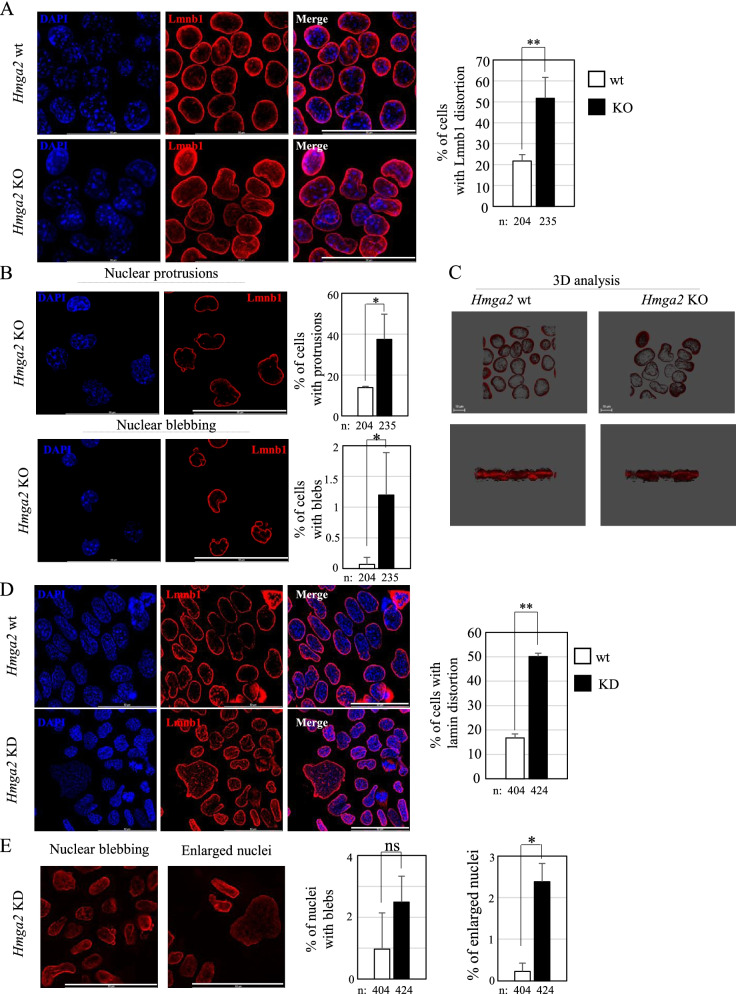
*Hmga2* suppression causes a remarkable distortion of the nuclear lamina. **A** Lmnb1 immunofluorescence (red) on *Hmga2* wt and KO cells at day 1 of EpiLC induction, showing the distortion of the NL in *Hmga2* KO cells. Maximum projection of z-slices (ROI 1024×1024) is shown; quantification graphs obtained by counting >200 nuclei/condition. **B** Representative images (single Z-plane, ROI 1024×1024) of the nuclear abnormalities (nuclear protrusions and nuclear blebbing) observed in *Hmga2* KO cells at day 1 of EpiLC induction and absent in wt cells; quantification graphs obtained by counting >200 nuclei/condition. **C** Three-dimensional analysis of z-slices maximum projections showing the distortion of Lmnb1 (red) as well as the reduced porosity (grey dots inside the NL) detected in *Hmga2* KO cells compared to the wild-type ones. Scale bar= 10 μm. **D** Lmnb1 immunofluorescence (red) on *Hmga2* KD ESCs induced into EpiLCs (day 3) showing an evident distortion of the NL, with some enlarged and wrinkly nuclei. Non-silencing siRNA was used as control. Quantification graphs obtained by counting >400 nuclei/condition. **E** Lmnb1 immunofluorescence on *Hmga2* KD cells showing the nuclear abnormalities (nuclear blebbing, enlarged nuclei) typical of cells devoid of *Hmga2. D*API (blue) was used to counterstain the nuclei. A single plane of the z-stack projection is shown. Scale bars of **A**, **B**, **D**, and **E** = 50 μm. Error bars represent standard deviation. Statistical significance on three biological replicate experiments was determined using Student’s *t*-test (ns: not significant, *p<0.05, **p<0.01)

Tridimensional analysis of the z-slices maximum projections showed that *Hmga2* KO cells suffered from nuclear weakness, and they were also characterized by a reduced porosity compared to the wt cells that, instead, had an intact NL, which appeared as circular, thick, and definite (Fig. 3C).

The observed altered immunostaining of Lmnb1 was only dependent on the structure of the NL, because Lmnb1 expression was unchanged in *Hmga2* KO cells compared to wt cells (Additional file 5: Fig. S3A).

Noteworthy, no differences were observed between *Hmga2* wild-type and KO cells in the undifferentiated state (Additional file 5: Fig. S3B). This evidence indicated that the distortion of the NL in *Hmga2* KO cells occurred only when the cells were induced into EpiLCs, thus coinciding with the block of transition caused by *Hmga2* loss [16].

To confirm the data obtained in *Hmga2* KO cells, we examined the effects of *Hmga2* silencing in wt mouse ESCs, upon the induction of EpiLCs. *Hmga2* downregulation (see Additional file 5: Fig. S3C and D) strongly altered the structure of the NL, causing nuclear abnormalities similar to those observed in *Hmga2* KO cells (Fig. 3D, E).

The nuclear lamina interposes between condensed chromatin and the inner nuclear membrane [26]. To examine the status of the inner nuclear membrane, we carried out the immunostaining with the anti-Emerin antibody in *Hmga2* wt and KO cells as well as in *Hmga2*-silenced EpiLCs, as this protein of the inner nuclear membrane is molecularly connected to the nuclear lamina. As reported in Fig. 4, the structural abnormalities detected using Lmnb1 antibody were also observed with Emerin antibody: the immunostaining revealed that the inner nuclear membrane of the *Hmga2* KO and *Hmga2*-silenced cells suffered from the distortion of the nuclear lamina. As for Lmnb1, no nuclear envelope defects were observed in Hmga2 KO cells compared to the wild-type cells in the undifferentiated conditions, confirming that the distortion occurred during the exit from the undifferentiated state (Additional file 6: Fig. S4).

**Fig. 4:**
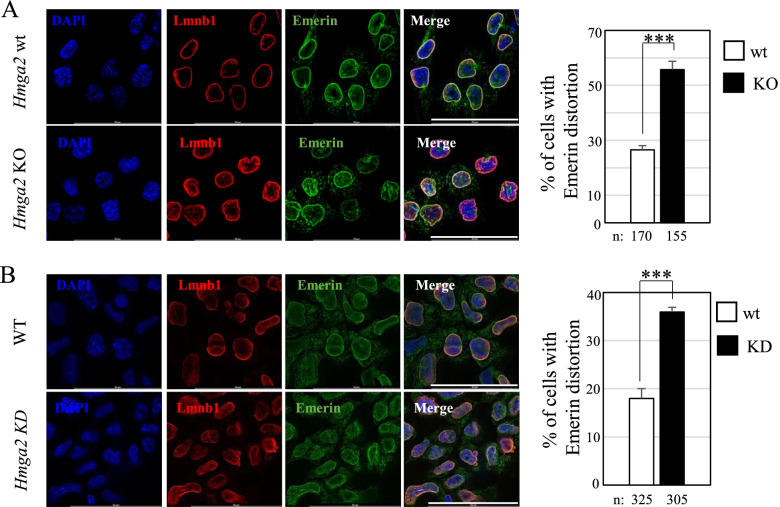
*Hmga2* silencing induced a phenotype identical to that observed in *Hmga2* KO cells. **A** Lmnb1 (red) and Emerin (green) immunofluorescence on *Hmga2* wt and KO cells (day 1 of EpiLC induction) showing the nuclear abnormalities typical of *Hmga2* KO cells (single z-plane, ROI 1024×1024, scale bar= 50μm). Quantification graphs obtained by counting >150 nuclei/condition. **B** Lmnb1 (red) and Emerin (green) immunofluorescence at day 3 after the induction of EpiLCs upon *Hmga2* silencing. Nuclear blebbing and enlarged nuclei were surrounded by both Lmnb1 and Emerin. DAPI (blue) was used to counterstain the nuclei. A single plane of the z-stack projection is shown. Scale bar= 50 μm. Quantification graphs obtained by counting >300 nuclei/condition. Error bars represent standard deviation. Statistical significance on three biological replicate experiments was determined using Student’s *t*-test (***p<0.001)

Altogether, these data demonstrate that the absence of Hmga2 inside the nucleus prevents maintaining the proper structure of the nuclear lamina.

### Hmga2 loss affects the intranuclear distribution of H3K9me3

Chromatin associated with nuclear lamina is marked by heterochromatic histone modifications; thus, we investigated whether changes regarding the distribution and the abundance of these histone modifications occurred in *Hmga2* KO cells. First, we conducted immunofluorescence experiments to investigate H3K9me2/3 and H3K27me3 localization in *Hmga2* KO cells at day 1 of transition into EpiLCs. These experiments allowed us to detect a widespread mis-localization of H3K9me3 in differentiating *Hmga2* KO cells (Fig. 5A).

**Fig. 5:**
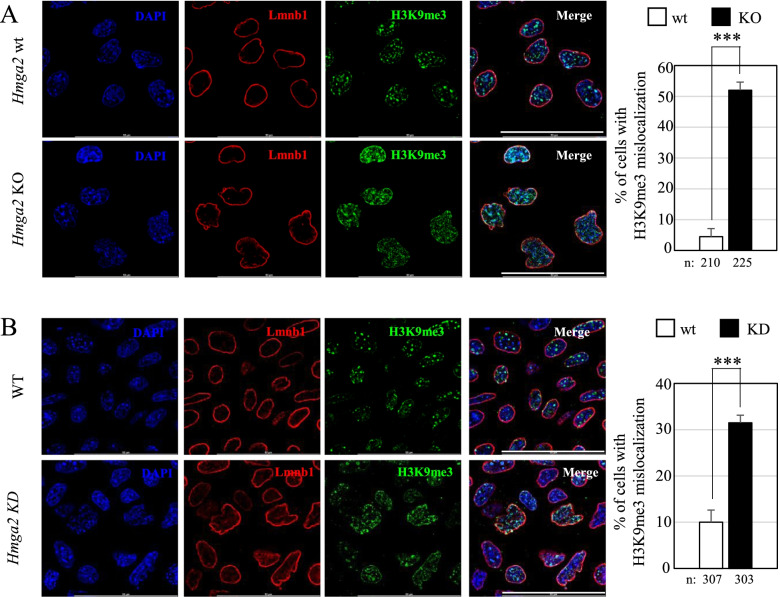
Mislocalization of H3K9me3 histone mark in *Hmga2* KO and KD cells upon EpiLC induction. **A** Immunoflurescence experiments on Hmga2 wt and KO cells at day 1 after the induction of EpiLCs of Lmnb1 (red) and H3K9me3 (green). **B** Lmnb1 (red) and H3K9me3 (green) immunofluorescence on *Hmga2* KD cells (day 3 after the induction). Non-silencing siRNA was used as control. In all immunofluorescence experiments, DAPI (blue) was used to counterstain the nuclei. All pictures are shown as single z-plane, ROI 1024×1024, scale bar= 50μm. Quantification graphs show the percentage of Hmga2 wt and KO cells with H3K9me3 mislocalization (*n*≥200 nuclei per condition) and the percentage of Hmga2 KD cells showing H3K9me3 mis-localization (*n*≥ 300 nuclei per condition). The count for Hmga2 wt and KO cells was performed at day 1 of differentiation, while the count for of Hmga2 KD cells was performed at day 3 of EpiLC transition, on three biological replicates for each condition. Error bars represent standard deviation. Statistical significance was determined using Student’s *t*-test (ns: not significant, ***p<0.001)

In detail, in the absence of *Hmga2*, H3K9me3 signal was diffuse inside the nucleus and not organized in intense dots at chromocenters (pericentric constitutive heterochromatin represented by DAPI-dense foci), as observed in the wild-type cells (Fig. 5A). H3K9me2 signal was mostly located close to nuclear envelope so its distribution in KO cells confirmed the distortion of nuclear lamina (Additional file 7: Fig. S5A). These results suggested that *Hmga2* loss affected H3K9me3 distribution, with effects on peripheral and internal heterochromatin. The distribution of H3K27me3 histone modification was not affected: *Hmga2* KO cells were characterized by small intense dots marked by H3K27me3 whose distribution was similar to that observed in wt cells (Additional file 7: Fig. S5B). A similar behavior was also observed in case of H3K4me3 and H3K27ac, which were similar in wt and KO cells (Additional file 7: Fig. S5C-D). In addition, we explored whether the increased levels of H3K27me3 and the slight accumulation of PRC2 subunits, Suz12 and Ezh2 (see Fig. 1), could have any role in the lamina-associated phenotype observed in Hmga2 KO cells. To this aim, we inhibited PRC2 by treating the cells with GSK126 for 72 h and inducing the transition towards EpiLCs for 24h. Although the treatment led to a clear decrease of H3K27me3, we observed the same alterations of the nuclear lamina as in mock treated cells (Additional file 8: Fig. S6).

*Hmga2* silencing in ESCs induced toward EpiLCs also confirmed the altered localization of H3K9me3 (Fig. 5B). It is worth noting that H3K9me3 and H3K27me3 accumulate within or close to nuclear blebs observed in *Hmga2* KO cells thus confirming the heterochromatin enrichment in nuclear abnormalities (HENA) observed in other experimental settings [27].

### Inter-TAD interactions and their association with nuclear lamina are altered in Hmga2 KO cells

The crosstalk between LADs with whole genome organization [25] and with the dynamics of TAD cliques during differentiation [20, 28] was clearly demonstrated in several conditions. On the other hand, in some cases, LAD borders are marked by H3K27me3 [24, 29], and the suppression of Ezh2, the catalytic subunits responsible for H3K27me3 deposition, prevents NL interaction with chromatin [27]. Thus, we hypothesized that defects in nuclear shape and heterochromatin mis-localization accompanying *Hmga2* suppression could be related to defects in 3D genome assembly.

To explore the effects of Hmga2 on genome 3D structure, we performed the Hi-C mapping in two independent clones of wt cells and in two clones of *Hmga2* KO cells, at day 3 after the induction of the transition into EpiLCs. After the filtering and mapping of Hi-C data of the four clones, we obtained 38,483,563; 55,451,307; 45,019,690; and 53,506,473 valid interactions, respectively (Additional file 9: Table S3).

The contact maps of all the chromosome and of an example (chromosome 11) are shown in Fig. 6A. Visual inspection of these maps indicate that the contact pattern is very similar in wt cells and in KO cells. To quantify this observation, we performed PCA analysis and identified A/B compartments genome-wide in wt and KO (Additional file 10: Fig. S7A) [30]. Comparison between compartments in different conditions reveals a general high correlation (genome-wide average Pearson *r*=0.96, Additional file 10: Fig. S7B), with few, short regions, typically located at the compartment periphery, exhibiting changes in compartment identity (Additional file 10: Fig. S7C, Additional file 11: Table S4). Next, we quantified the similarity of TAD boundaries [31, 32] in the different systems, called by their Insulation Score [33]. Such an analysis confirmed that TAD boundaries are similar in the four samples, with an overlap, in the case of chromosome 11, that was always close to 90% at 25 kb (see Fig. 6B and C and the “Methods” section), i.e., comparable to replicate similarity. Genome-wide analysis made with data at 25 kb indicated a global overlap close to 90%. Thus, the results indicated that the suppression of *Hmga2* does not alter TAD structure. The correlation of boundaries with epigenetic marks and with the binding of Hmga2 to chromatin confirmed that H3K4me3 is tightly associated with the boundaries [31], while no significant associations were observed in the case of H3K27me3 as previously reported. Interestingly, though, Hmga2 abundance on chromatin appears to be negatively associated with the boundaries (see Fig. 6D), highlighting a novel potential involvement of Hmga2 in TAD architecture.

**Fig. 6:**
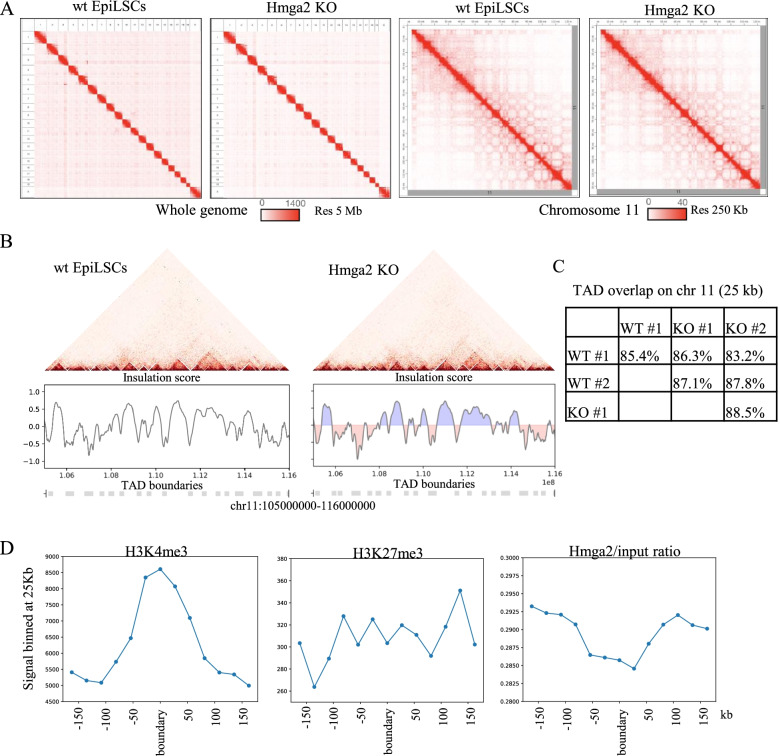
3D genome structure in wt and *Hmga2* KO cells. **A** Left: Genome-wide Hi-C data in wt and *Hmga2* KO conditions at 5Mb resolution, right: Hi-C data of chromosome 11 in both conditions at 250Kb resolution. **B** Hi-C maps in the region chr11:105000000-116000000, 25-Kb resolution. Insulation score and boundaries are reported below. **C** Overlap between boundaries (detected at 50kb resolution) in wt and *Hmga2* KO for chromosome 11. **D** Enrichment in WT of H3K4me3, H3K27me3, and Hmga2 (normalized) at TAD boundaries, shaded area represents the standard error of each point

Next, we explored the effects of *Hmga2* KO on inter-TAD interactions. To this aim, we considered the average interaction between two given TADs and calculated the log ratio (or log fold-change, indicated as Log FC) between their interaction in wt cells vs Hmga2 KO cells. Figure 7A summarizes the computational approach to address this point.

**Fig. 7:**
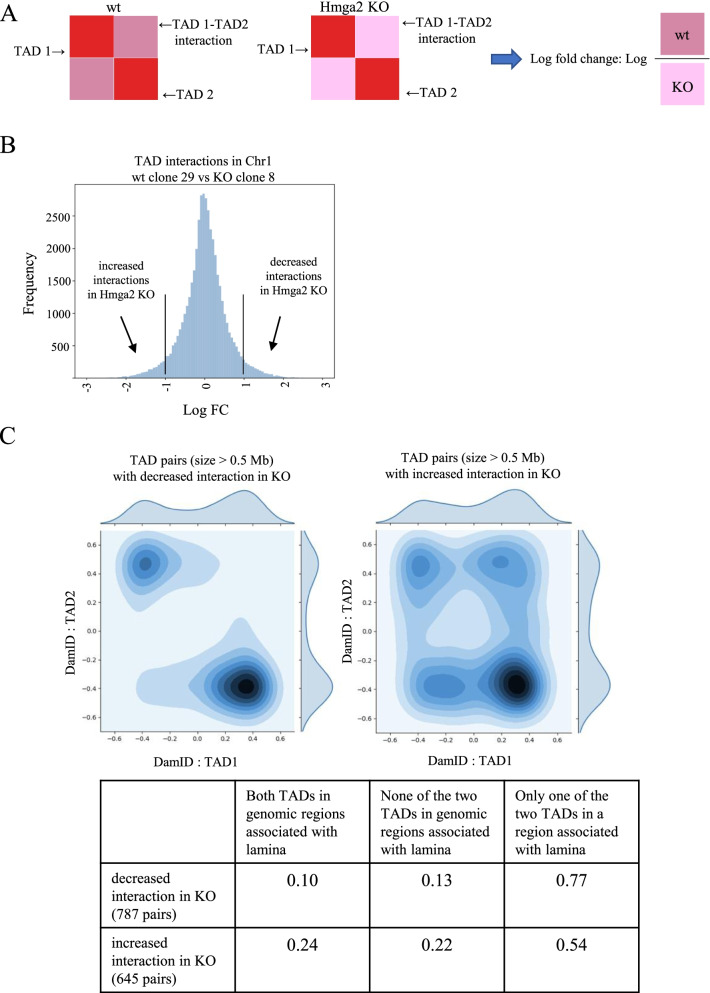
*Hmga2* KO alters inter-TAD interactions and their association with nuclear lamina. **A** The computational approach to analyze the effects of *Hmga2* KO on inter-TAD interactions was to calculate the Log fold change between the interactions between TADs in wt and *Hmga2* KO. **B** Fold changes between all TAD pairs were calculated for each chromosome; the graph reports the distribution of inter-TAD interactions in chromosome 1, showing that there are numerous interactions that are decreased or increased in *Hmga2* KO cells compared to wt cells. **C** Genome-wide enrichment of DamID signal [33] in TAD pairs exhibiting the most prominent interaction change

The analysis of the log fold changes allowed us to identify the TAD pairs with most prominent differences between wt and KO cells, defined as those where LogFC >1 or <−1 (Fig. 7B, chromosome 1). In a significant number of cases, the interaction present in wt cells is decreased or increased by a factor of 2, highlighting that Hmga2, although not affecting TAD boundaries, has a role in the formation of chromatin 3D structure. Considering the phenotype of Hmga2 KO EpiLCs, and the demonstrated role of Lamins in the organization of global 3D genome structure [34], we asked whether there is any relationship between the changes we observed in the interactions among TADs and the chromatin regions preferentially associated with the nuclear lamina (DamID data taken from ref. [34]). To this aim, we selected all 787 pairs of TADs whose interaction is significantly decreased in Hmga2 KO cells (Log FC >1) and all 645 pairs that interact more in Hmga2 KO cells than in wt cells (LogFC<-1). The results show that, in most cases (77%) of TAD pairs with decreased interaction in KO cells, only one of the TADs is located in a region associated with Lamin, while only 23% of the pairs are either both associated with Lamin or not associated with Lamin (Fig. 7C). On the contrary, the TAD pairs showing an increased interaction in Hmga2 KO cells compared to wt cells are almost uniformly distributed (54% with only one of the two TADs associated with Lamin and 46% both associated with Lamin or not associated with Lamin). To check the robustness of these results, we repeated the above-described analysis using a random control system where we permuted (bootstrap) the boundary positions along the genome (Additional file 12: Fig. S8). Although TAD pairs were selected with the same criterion, no specific DamID enrichment pattern is observed in TAD pairs with increased or decreased interaction in KO as compared to the wt condition.

Finally, we checked that both types of TAD pairs exhibit analogous size distributions (Kolmogoroff-Smirnov test p-val > 0.05), so to exclude size-related effects. Taken together, our results highlight that the known role of Hmga2 in defining chromatin interaction with the lamina affects the establishment of TAD borders and inter-TAD interactions.

## Discussion

Hmga proteins have been studied for many years, in particular to address their role in cancer, where they are often overexpressed and were suggested to have a crucial role in tumorigenesis. However, the functions of these proteins are still not definitively addressed. In particular, their interaction with chromatin and the possible effects of this interaction have been explored in several studies. By using EpiSCs, where endogenous levels of Hmga2 are sufficiently high, we have studied the association of the protein to chromatin and we observed that it widely binds to chromatin. Only in a relatively small number of regions, an accumulation of Hmga2 was detectable, corresponding to very A/T-rich sequences. In any cases, we did not find any significant overlaps between the genes whose transcription is affected by Hmga2 suppression during differentiation and the genes whose transcription start sites are located within 100 kb from Hmga2 peaks. This suggests that the known effects of Hmga2 on the transcription of specific genes do not necessarily require a stable and continuous binding to chromatin, while Hmga2 interaction with chromatin appears to vary during the subsequent phases of the differentiation process. Thus, we cannot exclude that, in other cell types and in particular in cancer cells, Hmga2 could contribute to transcription regulation through the association with specific chromatin regions.

Our results are in good agreement with those obtained in ESCs overexpressing Hmga2 [22] that demonstrated the attitude of Hmga proteins to bind any chromatin region, with a particular preference for heterochromatic regions. In particular, the observation that Hmga2 is preferentially found in the chromatin regions associated with nuclear lamina allowed us to demonstrate that Hmga2 KO cells, upon the exit from naïve state, show evident distortions of the nuclear envelope. The latter is composed by nuclear membranes, crossed by numerous associated proteins [35], and the inner nuclear membrane is strictly connected to a filamentous meshwork of proteins, called nuclear lamina [26]. Nuclear lamina interacts with DNA, histones, transcription factors, and chromatin proteins [20], and, more in general, with large heterochromatin regions located at the nuclear periphery, defined lamina-associated domains (LADs) [36], marked by H3K9me2/me3 [29, 36]. We observed that the induction of EpiLCs from *Hmga2* KO and KD PSCs is characterized by a distortion of the nuclear lamina that results in evident abnormalities of the nuclear shape. This phenomenon is accompanied by a mis-localization of H3K9me3 within the nucleus. These observations suggest that the absence of Hmga2 hampers the establishment of the proper interactions between nuclear lamina and heterochromatin.

The absence of Hmga2 interferes with the deposition and/or the removal of H3K27me3, which marks some LAD boundaries [24, 29]. This histone modification is rapidly suppressed in wt cells soon after the exit from the naïve state, while continuing to be present at relatively high levels in *Hmga2* KO cells. This sustained presence of H3K27me3 could be the consequence of the persistence of the PRC2 activity, as suggested by the slightly increased levels of Suz12 and Ezh2 proteins in KO cells, likely due to post-transcriptional events. However, we did not find a significant relationship between genes regulated by PRC2 and genes whose expression was modified in Hmga2 KO cells, therefore it appears that the sustained deposition of H3K27me3 by PRC2 specifically concerns with nuclear lamina distortion and not with a general effect on bivalent promoters. The structure of Hmga2 suggests that it could be involved in the interaction of distant chromatin regions; indeed, the three AT-hooks domains present in this protein could bind distant DNA elements thus contributing to the 3D structure of the chromatin [10]. Accordingly, we observed that inter-TAD interactions are altered in the absence of Hmga2. This lack of interaction between cognate TADs and the wrong associations between TADs normally not interacting could result in a significant alteration of global 3D chromatin structure. The normal inter-TAD interactions that mostly suffer from the absence of Hmga2 are those involving one TAD endowed in Lamin-associated chromatin and the other one not associated with Lamins. This observation suggests the possibility that Hmga2 is involved in tethering euchromatic regions (TADs not directly interacting with Lamins) to the repressive environment where heterochromatic TADs are directly associated with the nuclear lamina. The increased deposition of H3K27me3, and the sustained expression of PRC2, could be interpreted as an attempt to keep repressed genes that, as a consequence of the absence of Hmga2, are localized in TADs which have lost their interaction with the heterochromatic TADs directly associated to the nuclear lamina. The compensatory effect of H3K27me3 was already observed in different experimental contexts, aimed at maintaining the silent state of altered heterochromatin [37, 38]. On the other hand, the TAD pairs showing an increased interaction in Hmga2 KO cells could result from inappropriate interactions between TADs, so explaining their uniform distribution among various chromatin regions, irrespective of their association with nuclear lamina.

The possible relationship between the loss of Hmga2 and the deposition of H3K27me3 by PRC2 is also suggested by a certain similarity of the phenotypes of the mice carrying mutations of *Hmga2* or of PRC2. Indeed, *Hmga2* KO mice display a pygmy phenotype, with reduced body weight and length [3] and this phenotype is exacerbated by the contemporary inactivation of the *Hmga1* gene [5]. An opposite phenotype was observed in transgenic mice where a mutant form of Hmga2 is constitutively expressed that show a giant phenotype [39]. Some rare human genetic diseases, associated with prenatal and postnatal overgrowth, are known as PRC2-related overgrowth syndromes (Weaver syndrome, Cohen–Gibson syndrome, and *SUZ12*-related overgrowth) [40, 41]. Accordingly, mice carrying a Weaver syndrome mutation, which show a reduction of H2K27me2-3, show overgrowth and organomegaly [42]. Although the similarity of these phenotypes could be a mere coincidence, it probably deserves further studies.

The findings reported herein could also contribute to the understanding of the role of Hmga2 in cancer. It is evident that Hmga2 expression is increased in many different types of tumors and in some cases these tumors appear to be Hmga2 addicted, as its suppression results in a dramatic change in cancer behavior and aggressiveness [15]. Most results available suggest that these phenomena are the consequence of Hmga2-induced changes in gene expression. To address whether these changes are due to the direct regulation of transcription by Hmga2 and also to a general role of this protein in the 3D genome organization, as it emerges from our results, deserves further studies.

## Conclusions

Here, we have demonstrated that the loss of Hmga2 leads to an inappropriate persistence of H3K27me3 histone mark after the exit from the naïve state of PSCs. Moreover, the absence of Hmga2 has a dramatic effect on the structure of NL and on the proper localization of the heterochromatin mark H3K9me3 within the nucleus. These nuclear alterations found in Hmga2 KO cells influence the inter-TAD interactions indicating that Hmga2 is required for the establishment of the proper 3D structure of the chromatin.

## Methods

### Cell culture, transfection, EpiLC and EpiSC generation, and SFEB differentiation

*Hmga2* wt and KO induced PSCs (iPSCs) were generated as previously described [16]. The cells were grown on mitotically inactivated fibroblast feeder layers and expanded in the following iPSC medium: GMEM supplemented with 2 mM glutamine, 100 U/mL penicillin/streptomycin, 1 mM sodium pyruvate, 1X non-essential amino acids, 0.1 mM β-mercaptoethanol (all from Invitrogen), 15% FBS (Hyclone), 10^3^ U/ml leukaemia inhibitory factor (EMD Millipore), and 2i (MEK and GSK3 inhibitors; 1 μΜ PD0325901 and 3 μΜ CHIR-99021, both from Selleckchem). Two clones of *Hmga2* wt iPSCs and two clones of *Hmga2* KO iPSCs were used throughout this study.

Mouse ESCs (E14Tg2a, Bay Genomics) were expanded on gelatin-coated plates in the following ESC medium: GMEM supplemented with 2 mM glutamine, 100 U/mL penicillin/streptomycin, 1 mM sodium pyruvate, 1X non-essential amino acids, 0.1 mM β-mercaptoethanol, 10% FBS, and 10^3^ U/ml leukaemia inhibitory factor.

iPSCs and ESCs were induced into EpiLCs according to the following protocol: 2×10^4^ cells/cm^2^ were plated on plates coated with Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Gibco) in EpiLC medium (DMEMF12/Neurobasal medium 1:1 (Gibco), 0.5% N2 supplement (Thermo Fisher), 1% B27 supplement (Thermo Fisher), BSA (Sigma Aldrich), 2 mM glutamine (Invitrogen), 20 ng/mL Activin A (R&D Systems), and 12 ng/mL bFGF (Invitrogen). For RNA and protein extraction and immunofluorescence, the cells were harvested at different time points as specified in the figures after 1, 2, and 3 days of EpiLC induction. For the treatment with PRC2 inhibitor, iPSCs were plated on gelatin-coated plates and grown in the presence or in the absence of 10 μM GSK126 (S7061, Selleckchem) for 72 h. DMSO was used as vehicle control. Then, the cells were differentiated into EpiLCs according to the protocol described above.

*Hmga2* wt and KO iPSCs were differentiated into SFEBs using the protocol in ref. [43]. Briefly, 1×10^6^ cells were plated in 100-mm Petri dishes in the following differentiation medium: Glasgow minimum essential medium supplemented with 2 mM glutamine, 1 mM sodium pyruvate, 1X non-essential amino acids, 0.1 mM β-mercaptoethanol, and 10% KO serum replacement (ThermoFisher). The aggregates were harvested for protein extraction at 2, 3, and 4 days of differentiation.

To induce *Hmga2* knockdown, 2×10^4^ cells/cm^2^ ESCs were plated in EpiLC medium. Twenty-four hours after plating (at 1 day of EpiLC induction), the cells were transfected with a pool of three different small interference RNAs (siRNAs, Invitrogen) directed against *Hmga2* transcript (si*Hmga2* MSS274854, si*Hmga2* MSS274855, si*Hmga2* MSS274856) using Lipofectamine 2000 (Invitrogen), according to the manufacturer’s protocol. The cells were harvested at day 3 for protein and RNA extraction as well as for immunofluorescence experiments.

For ChIP-seq experiments *Hmga2* wt and KO iPSCs were induced into EpiSCs by using the protocol in ref. [44]. In detail, 3×10^3^/cm^2^ cells were grown in a medium containing N2 and B27 supplements (Thermo Scientific) complemented with 20 ng/mL Activin A (R&D Systems) and 12 ng/mL bFGF (Invitrogen). The cells were cultured in this medium for 3 days dissociated with dispase (Gibco) and cultured on ™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Gibco)-coated plates. The cells were expanded repeating this procedure every 2–3 days for 2 weeks and then collected for ChIP-seq experiments.

### Protein extraction and western blotting

For protein extraction, the cells were washed twice with ice-cold 1X phosphate saline buffer (1X PBS) and lysed with RIPA Lysis and Extraction Buffer (Thermo Scientific), complemented with protease (Sigma-Aldrich) and phosphatase inhibitors, according to the manufacturer’s protocol. After lysis, the samples were sonicated with Minisonix XL 2000 and centrifugated at 14000×g for 15 min to isolate total nuclear proteins. Bradford Protein assay (Bradford Reagent, Bio-Rad) was used to determine the concentration of total proteins. Fifteen micrograms of total protein was loaded in each lane. For western blotting experiments, the following antibodies were used: anti-Hmga2 #5269 (Cell Signaling) anti-H3K27me3 #3915S, anti-H3 (clone 0301) #39064, anti-H3K4me3 #61379, anti-H3K9me2 #39239, anti-H3K9me3 #39161 (all from Active Motif), anti-H3K27ac ab4729 (Abcam), anti-H3K27me2 ab26684, anti-Lmnb1 D4Q4Z (Cell Signalling), and anti-Gapdh sc-32233 (Santa Cruz Biotechnology). The secondary antibodies used in this study were goat anti-rabbit IgG (HeL), HRP conjugate GtxRb-003-DHRPX (ImmunoReagents) or goat anti-mouse IgG (HeL), and HRP conjugate GtxMu-003-DHRPX. Clarity TM western ECL substrate (170-5060, Bio-Rad) was used for signals detection by enhanced chemiluminescence. Western blotting images were acquired with ChemiDoc MP Imaging System (Bio-Rad). Band intensities were quantified using Image J software. The experiments were carried out in triplicate.

### RNA extraction, reverse transcription, real-time qPCR, and RNA-sequencing

Total RNA was extracted using Tri-Sure (Bioline), according to the manufacturer’s protocol. Full-length first cDNA strand was synthetized by RevertAid Reverse Transcriptase (Thermo Scientific). RNA concentration and purity was determined using Nanodrop 2000c (Thermo Scientific). qRT-PCR was run on QuantStudio 7 Flex Real Time PCR System using Fast SYBR Green PCR Master Mix (Thermo Fisher Scientific). The sequence of the primers used to determine the expression of *Hmga2* transcript was as follow: 5′-AAAACGGCCAAGAGGCAGAC-3′, 5′-ATGTCTCTTCAGTCTCCTGAGCA-3′. The expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, 5′-GTATGACTCCACTCACGGCAAA-3′, 5′-TTCCCATTCTCGGCCTTG-3′) was used as internal control. Gene expression was evaluated by ΔΔCt method. The experiments were carried out in triplicate. For RNA-seq and analysis, total RNA was extracted from *Hmga2* wt and KO cells induced into EpiLCs as described above and sequenced using the pipeline reported in our previous study [45].

Next-generation sequencing experiments were performed by Genomix4life S.R.L. (Baronissi, Salerno, Italy). RNA concentrations were determined by using NanoDropOne spectrophotometer (Thermo Fisher) and its quality assessed with the TapeStation 4200 (Agilent Technologies). Indexed libraries were prepared from 500 ng of purified RNA with TruSeq Stranded totalRNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions. Libraries were quantified using the TapeStation 4200 (Agilent Technologies) and Qubit fluorometer (Invitrogen Co.), then pooled such that each index-tagged sample was present in equimolar amounts. The pooled samples were subject to cluster generation and sequencing using an Illumina NovaSeq6000 System (Illumina) in a 2×75 paired-end format.

Sequencing reads were processed using “nf-core’s” [46] “rnaseq” pipeline (ver.: 1.2.2) run within Dockers [47] container through Nextflow process scheduler [48]. In short, raw reads were evaluated with FastQC, the 5′ and 3′ adapters were trimmed using Trim Galore, and genome/ribosomal RNA sequences were discarded with BBSplit/SortMeRN. Filtered reads were aligned to Ensembl’s GRCm38 reference genome from Amazon’s iGenomes database using STAR sort, indexed with SAMtools, duplicate marked using Picard and gene/transcript quantified applying Salmon/StringTie. Finally, gene expression levels were compared between cell lines using DESeq2. Statistical analysis performed using the computing environment R [49].

Total RNA isolated from three independent biological replicates was used for RNA-seq experiments.

### Chromatin-immunoprecipitation (ChIP)-sequencing

ChIP experiments were performed on EpiSCs. Briefly, the cells were crosslinked with 1% formaldehyde for 10 min at room temperature and next quenched by addition of glycine (125 mM). The samples were sonicated to obtain fragments with a length of 200–500bp. Chromatin extracts were incubated with anti-Hmga2 antibody (Cell Signaling, #5269, 1:100). Appropriate IgG (Abcam) were used as a negative control, while the supernatant without antibody was used as input control. Oligonucleotide pairs used are the following:

- Peak 7040: for-TAGATCTGTGGGGGTCCAGG, rev-CTGGCCCTGTTGTAACCAGT
- Peak 4169: for-GGGGAGAGCATGCCTTTGAT, rev- TGGAGAGATGGCTGGACTCA
- Peak 10319: for-ACATTTACTGTTCCTCACAGCCT, rev-ACGTATGAATCCCTTCGCCA
- Peak 10994: for-GTCTTGTCTAAACCCAGGTGGA, rev-GTCTGGAATGGACACGGTGA
- Peak 15807: for-GAGCCCACCTACGTCAATCA, rev-ACCGAGCAAATTCCTCCCTG
- miR-23a: for-CTTGGCTCCCTGTACCTGTC, rev-TTACCTTCTCAGGCCACCCT

ChIP-seq library was prepared using ChIP-Seq Sample Prep Kit (Illumina) and sequenced on the Illumina HiScanSQ Platform, as in ref. [50]. The obtained reads were mapped to the mouse genome (mm9 assembly). Sequencing reads were processed using “nf-core’s” [46] “chipseq” pipeline (ver.: 1.2.2) run within Docker [47] container through Nextflow process scheduler. In short, raw reads were evaluated with FastQC [48], and the 5′ and 3′ adapters were trimmed using Trim Galore. Then, trimmed reads were aligned against Ensembl’s GRCm38 reference genome from Amazon’s iGenomes database with BWA and filtered out from ambiguous reads using Picard, SAMtools, BAMtools, and Pysam. Afterwards, the peaks were called with MACS2, providing input samples from the chip-seq experiment as a control, and Hmga2 enrichments were annotated using HOMER. Finally, Hmga2 peaks were compared between cell lines using DESeq2. Statistical analysis was performed using the computing environment R [49]. H3K4me1, H3K27ac, and H3K27me3 ChIP-seq data are from ref. [19].

### Immunofluorescence

Immunofluorescence experiments on undifferentiated iPSCs were conducted plating the cells on gelatin-coated Nunc ^TM^ Lab-Tek ^TM^ chamber slides (Thermo Scientific). For immunofluorescence experiments on EpiLCs, the cells were plated on coverslip coated with Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Gibco) and induced into EpiLCs. The cells were harvested at day 1 or 3 of EpiLC transition, washed with 1X PBS and fixed with 4% paraformaldehyde for 10 min at room temperature. Next, they were permeabilized with 0.2% Triton-X100 (PanReac Applichem) for ten minutes and incubated with the blocking solution (10% FBS, 1%BSA, 1X PBS) for 30 minutes at room temperature. For antigen detection, the cells were incubated with anti-H3K27me3 #3915S, anti-H3K9me2 #39239, anti-H3K9me3 #39161 anti-H3K27me2 ab26684 antibodies (all from Active Motif), anti-H3K27ac ab4729 (Abcam), anti-Lmnb1 (B-10) sc-374015 (Santa Cruz Biotechnology), and anti-Emerin (D3B9G) XP ® Rabbit mAB#30853 (Cell Signalling) overnight at 4°C. The day after, the coverslips were washed with 1X PBS and incubated with the secondary antibody donkey anti-Rabbit IgG (H + L), Alexa Fluor™ 488, or goat anti-Rabbit IgG (H+L) Alexa Fluor™ 594 (Invitrogen, USA) for 1 h at room temperature. After washes, the cells were stained with DAPI (268298, Calbiochem) for 5 min at room temperature. Images were captured using Leica Thunder Imaging System (Leica Microsystems) equipped with a LEICA DFC9000 GTC camera, lumencor fluorescence LED light source, and 100× oil immersion objective was used to acquire Z-slice images. Small volume computational clearing was used to remove the background signal derived from out-of-focus blur.

### Hi-C sequencing

*Hmga2* wt and KO cells were induced into EpiLCs and at day 3 were washed with 1X PBS and trypsinized for 5 min at 37°C. The cells were centrifuged for 10 min at 450×g at room temperature and the pellet gentled resuspended in EpiLC fresh medium. Next, the cells were cross-linked with 1% formaldehyde for 10 min at room temperature and incubated with 3M Tris pH 7.5 for 5 min at room temperature and then on ice for 15 min to quench the formaldehyde. The cells were centrifugated for 10 min at 800×g at 4° C, the pellet was resuspended in cold 1X PBS, and the cell density was determined. Hi-C sequencing was performed by Genomix4life S.R.L. (Baronissi, Salerno, Italy) [51]. Indexed libraries were prepared from 2×10^6^ cells, with EpiTect® Hi-C (Qiagen) according to the manufacturer’s instructions. Libraries were quantified using the TapeStation 4200 (Agilent Technologies) and Invitrogen Qubit fluorometer (Thermo Fisher Scientific), then pooled such that each index-tagged sample was present in equimolar amounts, with final concentration of the pooled samples of 2nM. The pooled samples were subject to cluster generation and sequencing using an Illumina NextSeq 550 System (Illumina) in a 2×150 paired-end format. Paired-end reads were aligned to the NCBI reference sequence (mm10) using the read-analysis for Hi-C reads published [52] pipeline named Hi-C-Pro. Two different clones of *Hmga2* wt cells and two different clones of *Hmga2* KO cells were used for Hi-C experiments.

### Hi-C data analysis

Hi-C data were analyzed using the platform *Juicer* [53]. For most analyses, we used Hi-C maps binned at 25kb resolution and KR normalized [54]. TAD boundaries were called using the insulation score approach [33], with a standard insulation window having a 500Kb × 500Kb size. We checked the robustness of the results by applying the procedure on Hi-C data binned at 50kb and returned, as expected, similar boundaries. Overlapping boundaries in wt and Hmga2 KO are defined as boundaries which have a genomic distance less than a tolerance threshold set to 3 bins (75kb at 25kb resolution and 150kb at 50kb resolution), i.e., if two boundaries are within this threshold they are considered overlapping, otherwise not [55]. TADs are defined as genomic regions between two consecutive boundaries. Interaction between different TADs (say TAD1 and TAD2, Fig. 7a) is defined as the average Hi-C score: $${X}_{1,2}=\frac{\sum_{i,j}{x}_{i,j}}{a1\ast a2}$$ where *a*1 (*a*2) is the size of TAD1 (TAD2), *x*_*i*, *j*_ is the Hi-C score between bin *i* and bin *j*, *i* (*j*) runs over the entries of the Hi-C matrix corresponding to TAD1 (TAD2) coordinates. Taking as reference the TAD boundaries called in wt conditions, fold change is the ratio between the average Hi-C scores $$F{C}_{1,2}={X}_{1,2}^{wt}/{X}_{1,2}^{Hgma2 KO}$$. In order to have Log FC values symmetrically distributed around 0, the distribution is shifted so to have a null median (Fig. 7B). In general, TAD pairs with low (high) Log FC are classified as more (less) interacting in Hmga2 KO than wt condition. In addition, TAD pairs are classified according to their “TAD distance”, i.e., the number of TADs separating two TADs in the pair. For each distance, we consider the two most/least interacting pairs in KO, so to equally consider different genomic distances. Finally, we consider TADs having a size higher than 500kb. For each TAD, we evaluated lamina association level by measuring the average DamID signal (binned at 100kb, from ref. [34]) contained in the TAD. As DamID was available for mm9 assembly, we employed the *liftover* tool to remap our TAD boundaries from mm10 to mm9 assembly in this analysis. Average DamID levels for TAD pairs are then represented on a 2D plane (Fig. 7c). As control case, we generated control boundaries configurations by randomly permuting real boundaries on each chromosome, so to conserve the same TAD size distribution. Then, we calculated on this new arrangement of randomly located TADs the average DamID level, as described above. Enrichment profiles of H3K4me3, H3K27me3 and Hmga2 marks at wt TAD boundaries are computed by aggregating the average signal (binned at 25kb) of a 300-kb interval centered around each boundary. For each point, average and standard error is estimated over the genome-wide boundary distribution.

PCA analysis was performed on Hi-C data at 100 Kb resolution using the function *eigenvector* in *Juicer*, as described in [52]. Then, the first eigenvector was correlated with GC content (https://genome.ucsc.edu/cgi-bin/hgTables) to call A/B compartments [54–57]. Finally, genomic regions exhibiting changes in A/B compartment membership from wt to KO condition were simply defined according to the change in the eigenvector signal, i.e., regions marked as A in WT and B in KO (A→B) and, vice-versa, as B in WT and A in KO (B→A), as shown in Additional file 10: Fig. S7C.

## Supplementary Information

**Additional file 1: Figure S1.** Hmga2 western blot in wt and KO cells; quantification of western blot of Fig. 1A. (A) western blot analysis of wt and KO cells with Hmga2 ab; Gapdh was used as loading control. (B) The data in the graphs represent the mean ± SD (n=3 biological replicates) of H3K27me3, H3K4me3, H3K9me2, H3K9me3 and H3K27ac against total H3. Student’s t-test, two tailed (ns: not significant, *p<0.05).

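Table S1 lists genes by their Ensembl identifiers in separate sheets, of which 3 compare 24 h with 0 h within wt cells, KO#1 and KO#2, and 2 compare KO#1 with wt cells at 0 h and at 24 h. Its columns are logFC, the log2 fold change, logCPM, the average log2 CPM over all libraries, F, the statistic of the test, PValue, its p-value, and FDR, the p-value after adjustment for multiple tests. Of the genes that the sheets for 24 h against 0 h show, 1999 for wt cells, 1999 for KO#1 and 1915 for KO#2 were matched to the deposited counts. The log2 fold changes computed from the counts differed from the listed ones by at most 3.89e-05.
Against wt cells, 1108 genes were different in KO#1 at 0 h (663 higher) and 1638 at 24 h (1038 higher), with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the libraries labelled KO#2, 6329 genes were different at 0 h (3571 higher) and 6197 at 24 h (3536 higher). An unadjusted p-value under 0.05 was reached by 3300 and 3714 genes in KO#1 and by 8064 and 7827 in the libraries labelled KO#2. Among genes called at 24 h, the median size of the log2 fold change was 1.76 in KO#1 and 1.46 in the libraries labelled KO#2. With library sizes alone in place of TMM factors, 94.8% of the genes different at 24 h in the libraries labelled KO#2 were higher, against 57.1%, and their number was 10208. Over all alternatives tried, the number at 24 h ranged from 750 to 2141 genes in KO#1 and from 3595 to 10208 in the libraries labelled KO#2. The low and high ends for KO#1 came from alternatives chosen after seeing the data, the thinning of all libraries to the smallest total and the replicate block with GC-corrected offsets. Across genes, the log2 fold change between the libraries labelled KO#2 and wt cells correlated with GC content at 0 h (Spearman's rho -0.502) and at 24 h (rho -0.261), genes not being independent replicates. With the replicate block, 1127 genes (1027 shared) at 0 h and 1685 (1564 shared) at 24 h were different in KO#1, and 6467 (6101 shared) and 6437 (6055 shared) in the libraries labelled KO#2. The mean r of the deviations of same-numbered libraries was 0.108 at 0 h and 0.430 at 24 h for wt cells and KO#1, and 0.151 and -0.0706 for wt cells and the libraries labelled KO#2. At 24 h, 933 genes were different from wt cells with one direction in both clones, 640 higher and 293 lower, and 366 of these were also different with one direction in both clones at 0 h. At 24 h, Hmga2 RNA in the libraries labelled KO#2 was not called different from wt cells, and these directions are those of the libraries as labelled.
The genes highest in both clones against wt cells at 24 h were Gm13370, Gm10240 and Rpl15-ps2, which the annotation lists as processed pseudogenes and whose reads could be shared with near-identical copies. Gm13370 (chromosome 2 of GRCm38, 24985984 to 24986466, inside Pnpla7) had 0 counts in each wt library and 146 ± 42.3 CPM (SD, n = 3) in KO#1 at 24 h, at least 661-fold higher, and was at least 382-fold higher in the libraries labelled KO#2. Gm10240 (chromosome 15, 68309819 to 68310301) had 0 counts in each wt library and was at least 662-fold and 334-fold higher at 24 h. Rpl15-ps2 (chromosome 9, 72060937 to 72061549, antisense to Tcf12) had 0 to 1 counts in wt libraries and was at least 849-fold and 184-fold higher at 24 h. The genes lowest in both clones at 24 h were Olig2, Apoa2 and Myo1f. Olig2 (chromosome 16, 91225457 to 91228677) had 10.9 ± 0.978 CPM (SD, n = 3) in wt cells at 24 h and 0 counts in each KO library, where the smallest detectable level was 0.187 to 0.307 CPM in KO#1 and 0.116 to 0.157 CPM in the libraries labelled KO#2. It was at least 45.8-fold lower in KO#1 and 81.0-fold lower in the libraries labelled KO#2. Apoa2 (chromosome 1, 171225054 to 171226379) had 28.9 ± 4.43 CPM (SD, n = 3) in wt cells at 24 h and was at least 121-fold and 215-fold lower. Myo1f (chromosome 17, 33555707 to 33607764) had log2 fold changes of -5.89 in KO#1 (SE 0.53, adjusted p = 5.67e-07) and -5.28 in the libraries labelled KO#2 (SE 0.47, adjusted p = 6.63e-07), from edgeR's quasi-likelihood test.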

**Additional file 2: Table S1.** Expression changes at 24h after the induction of differentiation in Hmga2 wt and KO cells.

**Additional file 3: Table S2.** Hmga2 ChIP-seq data.

**Additional file 4: Figure S2.** Histone marks at Hmga2 peaks in wt and Hmga2 KD EpiSCs. Chromatin from EpiSCs transfected with control (WT) and Hmga2 targeting siRNAs (KD) was immunoprecipitated with IgG or anti-H3K4me1 or anti-H3K27ac antibodies. Immunoprecipitated DNA was amplified by using oligo pairs annealing to the indicated Hmga2 peaks, which were associated by ChIP-seq with H3K4me1 and/or H3K27ac peaks. A region overlapping the miR-23a gene enhancer was used as a control; Hmga2 peak 10319, not associated with histone modifications, was used as a negative control.

**Additional file 5: Figure S3.** Lmnb1 abnormalities occur during the transition from the naïve state to the primed state of pluripotency. (A) Western blotting image showing Lmnb1 expression in Hmga2 wt and KO cells at day 3 after the induction of EpiLCs. Two different clones of PSCs were induced into EpiLCs for each condition. Western blotting quantification revealed no differences in terms of Lmnb1 expression between Hmga2 wild type and knock-out cells. The data in the graphs represent the mean ± SD of the Lmnb1 signal against Gapdh (n=3 biological replicates). ns: not significant (Student’s t-test, two tailed). (B) Lmnb1 immunofluorescence (red) on undifferentiated Hmga2 wt and KO cells showing no structural abnormalities of the nuclei. DAPI (blue) was used to counterstain the nuclei. A single plane of z-stack projection is shown. Scale bar = 50 μm. The data in the graphs represent the mean ± SD of the Lmnb1 signal against Gapdh (n=3 biological replicates). ns: not significant (Student’s t-test, two tailed). (C) q-PCR analysis to evaluate the levels of Hmga2 mRNA in EpiLCs upon transfection of siRNA. Non-silencing siRNA was used as control. The data in the graphs are reported as mean ± SD of relative values (fold changes) obtained normalizing the data of Hmga2 silencing with those of non-silencing control siRNA. **p<0.01, Student’s t-test, two tailed. (D) Western blotting image showing Hmga2 protein expression levels in EpiLCs upon transfection of non-silencing control siRNA and Hmga2 siRNA, respectively.

**Additional file 6: Figure S4.** Absence of nuclear alterations in Hmga2 KO undifferentiated cells. Lmnb1 (red) and Emerin (green) immunofluorescence on undifferentiated Hmga2 wt and KO cells showing the absence of nuclear abnormalities. DAPI (blue) was used to counterstain the nuclei. Maximum projection of z-slices (ROI 1024x1024) is shown. Scale bar = 50 μm.

**Additional file 7: Figure S5.** Hmga2 wt and KO cells showed a similar localization of several histone H3 modifications upon the induction of EpiLCs. Immunoflurescence experiments on Hmga2 wt and KO cells at day 1 after the induction of EpiLCs. Lmnb1 (red) and H3K4me3, H3K9me2, H3K27me3 and H3K27ac (green) as indicated. Scale bars=50 μm. Quantification graphs obtained by counting >200 nuclei/condition. Error bars represent standard deviation. Statistical significance on three biological replicate experiments was determined using the student’s t-test, ns: not significant).

**Additional file 8: Figure S6.** Treatment of wt and KO cells with PRC2 inhibitor and its effect on nuclear lamina. (A) Western blotting image showing the level of H3K27me3 histone modifications in Hmga2 wt and KO PSCs treated or not with PRC2 inhibitor at day 0 and at day 1 after the induction of the transition into EpiLCs. The levels of the histone H3 were used as control. (B) Immunoflurescence experiments on Hmga2 wt and KO cells treated or not with PRC2 inhibitor at day 1 after the induction of EpiLCs showing the nuclear lamina phenotype. All pictures are shown as single z-plane, ROI 1024x1024, scale bar=50μm. Quantification graph showing the percentage of cells with nuclear lamina distortion in Hmga2 wt and KO cells treated or not with PRC2 inhibitor (n≤100 nuclei per condition). The count was performed at day 1 of EpiLC transition on three biological replicates. Error bars represent standard deviation. Statistical significance was determined using the student’s t-test (ns: not significant).

**Additional file 9: Table S3.** Hi-C data summary.

**Additional file 10: Figure S7.** Identification of A/B compartment. (A) 1^st^ eigenvector from the PCA analysis is shown in wt and KO cells. GC content (reported below) is used to call A/B compartment. All signals are binned at 100kb. (B) Pearson correlation between the 1^st^ eigenvector in wt and KO for each chromosome. Dashed line represents the average value. (C) Examples of genomic regions exhibiting changes in A/B compartment membership from wt to KO condition.

**Additional file 11: Table S4.** Genomic coordinates of A->B and B->A compartment changes observed in Hmga2 KO cells.

**Additional file 12: Figure S8.** Simulated comparison of inter-TAD interactions. The analysis reported in panel C of Fig. 7 was repeated using a random control system where the boundary positions along the genome were permuted.

**Additional file 13.** Uncropped blots.

**Additional file 14.** Data.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. RNAseq, CHIPseq, and Hi-C data are available at GEO (GSE200673). Uncropped blots and supporting data values are in the Additional files 13 and 14, respectively. Publicly available datasets analyzed in this study are accessible at GEO with the reference ID GSE17051 for DamID in mouse ESCs [20], GSM1382217 and GSM1382219 for chromatin markers H3K4me1 and H3K27ac [19], GSE74330 for PRC2 ChIP-seq [21], and GSE58101 for MNase-seq [23].

## Abbreviations

ChIP: Chromatin immunoprecipitation
ESCs: Embryonic stem cells
EpiLCs: Epiblast-like stem cells
EpiSCs: Epiblast stem cells
NL: Nuclear lamina
LADs: Lamin-associated domains
PSCs: Luripotent stem cells
qPCR: Quantitative real time PCR
TADs: Topologically associated domains

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Hmga2 western blot in wt and KO cells; quantification of western blot of Fig. 1A. (A) western blot analysis of wt and KO cells with Hmga2 ab; Gapdh was used as loading control. (B) The data in the graphs represent the mean ± SD (n=3 biological replicates) of H3K27me3, H3K4me3, H3K9me2, H3K9me3 and H3K27ac against total H3. Student’s t-test, two tailed (ns: not significant, *p<0.05).

## Slide 1
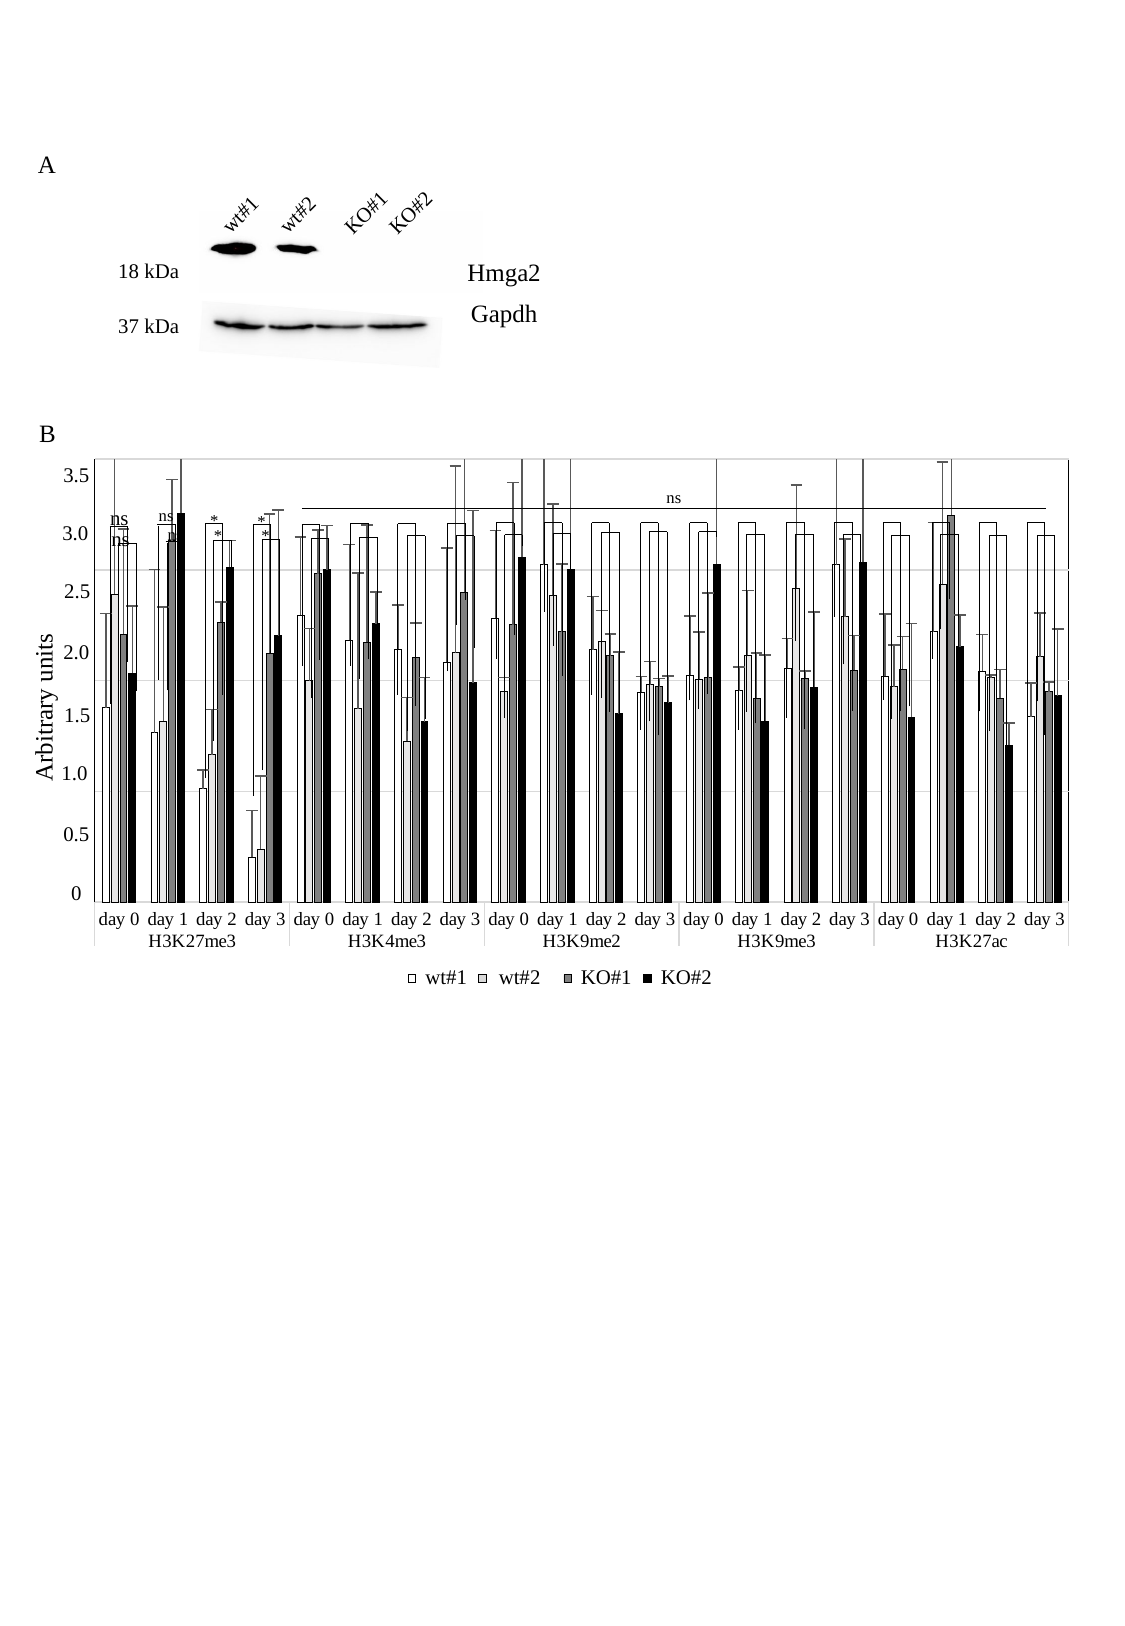

A
KO#1
KO#2
wt#1
wt#2
Hmga2
18 kDa
Gapdh
37 kDa
B
### Chart
| Category | cl28wt | cl29wt | cl6KO | cl8KO |
|---|---|---|---|---|
| day 0 | 0.8767731560771992 | 1.3894790268690638 | 1.208206990441637 | 1.0331829416989617 |
| day 1 | 0.7639997393311933 | 0.8151782823212144 | 1.6313781875984947 | 1.7543001755695051 |
| day 2 | 0.5111472068901731 | 0.6644153252652255 | 1.2630641817614834 | 1.5123924162605775 |
| day 3 | 0.20298135421863026 | 0.23927300504490426 | 1.122951813465339 | 1.2016838468918514 |
| day 0 | 1.2957466759273004 | 1.0 | 1.4814386584293242 | 1.5 |
| day 1 | 1.182246108807449 | 0.8726356994029177 | 1.1724922235844188 | 1.2558224690828859 |
| day 2 | 1.1414813835331814 | 0.7254398653064027 | 1.1039700914534223 | 0.8135266602120685 |
| day 3 | 1.0818575035897924 | 1.1255739478858284 | 1.3991668088300788 | 0.9895476287931775 |
| day 0 | 1.282033238246896 | 0.9524974560410399 | 1.2510729433617473 | 1.5558853148745786 |
| day 1 | 1.5217723007327926 | 1.384882432411014 | 1.2192673000247083 | 1.4992452122871491 |
| day 2 | 1.138735389608277 | 1.1740604179002272 | 1.1125330240859255 | 0.8509253542517113 |
| day 3 | 0.9480738468594311 | 0.9813462401244246 | 0.9717889620223251 | 0.8989155316982629 |
| day 0 | 1.0243497186718191 | 1.00704067765991 | 1.0118833905588878 | 1.5258501243015081 |
| day 1 | 0.954917639130124 | 1.1146829202375905 | 0.9194178576227902 | 0.8160444527917449 |
| day 2 | 1.0548529456204596 | 1.4163404151493026 | 1.0107283305058326 | 0.9690447394872616 |
| day 3 | 1.523458751997077 | 1.287955289641716 | 1.0466811831920504 | 1.5335091834033256 |
| day 0 | 1.0188693356681988 | 0.9729954756169028 | 1.0514601378305715 | 0.8331244021137859 |
| day 1 | 1.2207829774612766 | 1.4353786605485002 | 1.746693496151022 | 1.1519058727656324 |
| day 2 | 1.0429999435104975 | 1.0131772230466227 | 0.9211217618368784 | 0.7077250939539379 |
| day 3 | 0.83732074193412 | 1.1083957240387283 | 0.9492436983230274 | 0.9321654982665871 |3.5
ns
ns
ns
*
*
3.0
ns
*
*
ns
2.5
2.0
Arbitrary units
1.5
1.0
0.5
0
wt#1
wt#2
KO#1
KO#2

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 5 — Additional file 5: Figure S3. Lmnb1 abnormalities occur during the transition from the naïve state to the primed state of pluripotency. (A) Western blotting image showing Lmnb1 expression in Hmga2 wt and KO cells at day 3 after the induction of EpiLCs. Two different clones of PSCs were induced into EpiLCs for each condition. Western blotting quantification revealed no differences in terms of Lmnb1 expression between Hmga2 wild type and knock-out cells. The data in the graphs represent the mean ± SD of the Lmnb1 signal against Gapdh (n=3 biological replicates). ns: not significant (Student’s t-test, two tailed). (B) Lmnb1 immunofluorescence (red) on undifferentiated Hmga2 wt and KO cells showing no structural abnormalities of the nuclei. DAPI (blue) was used to counterstain the nuclei. A single plane of z-stack projection is shown. Scale bar = 50 μm. The data in the graphs represent the mean ± SD of the Lmnb1 signal against Gapdh (n=3 biological replicates). ns: not significant (Student’s t-test, two tailed). (C) q-PCR analysis to evaluate the levels of Hmga2 mRNA in EpiLCs upon transfection of siRNA. Non-silencing siRNA was used as control. The data in the graphs are reported as mean ± SD of relative values (fold changes) obtained normalizing the data of Hmga2 silencing with those of non-silencing control siRNA. **p<0.01, Student’s t-test, two tailed. (D) Western blotting image showing Hmga2 protein expression levels in EpiLCs upon transfection of non-silencing control siRNA and Hmga2 siRNA, respectively.

## Slide 1
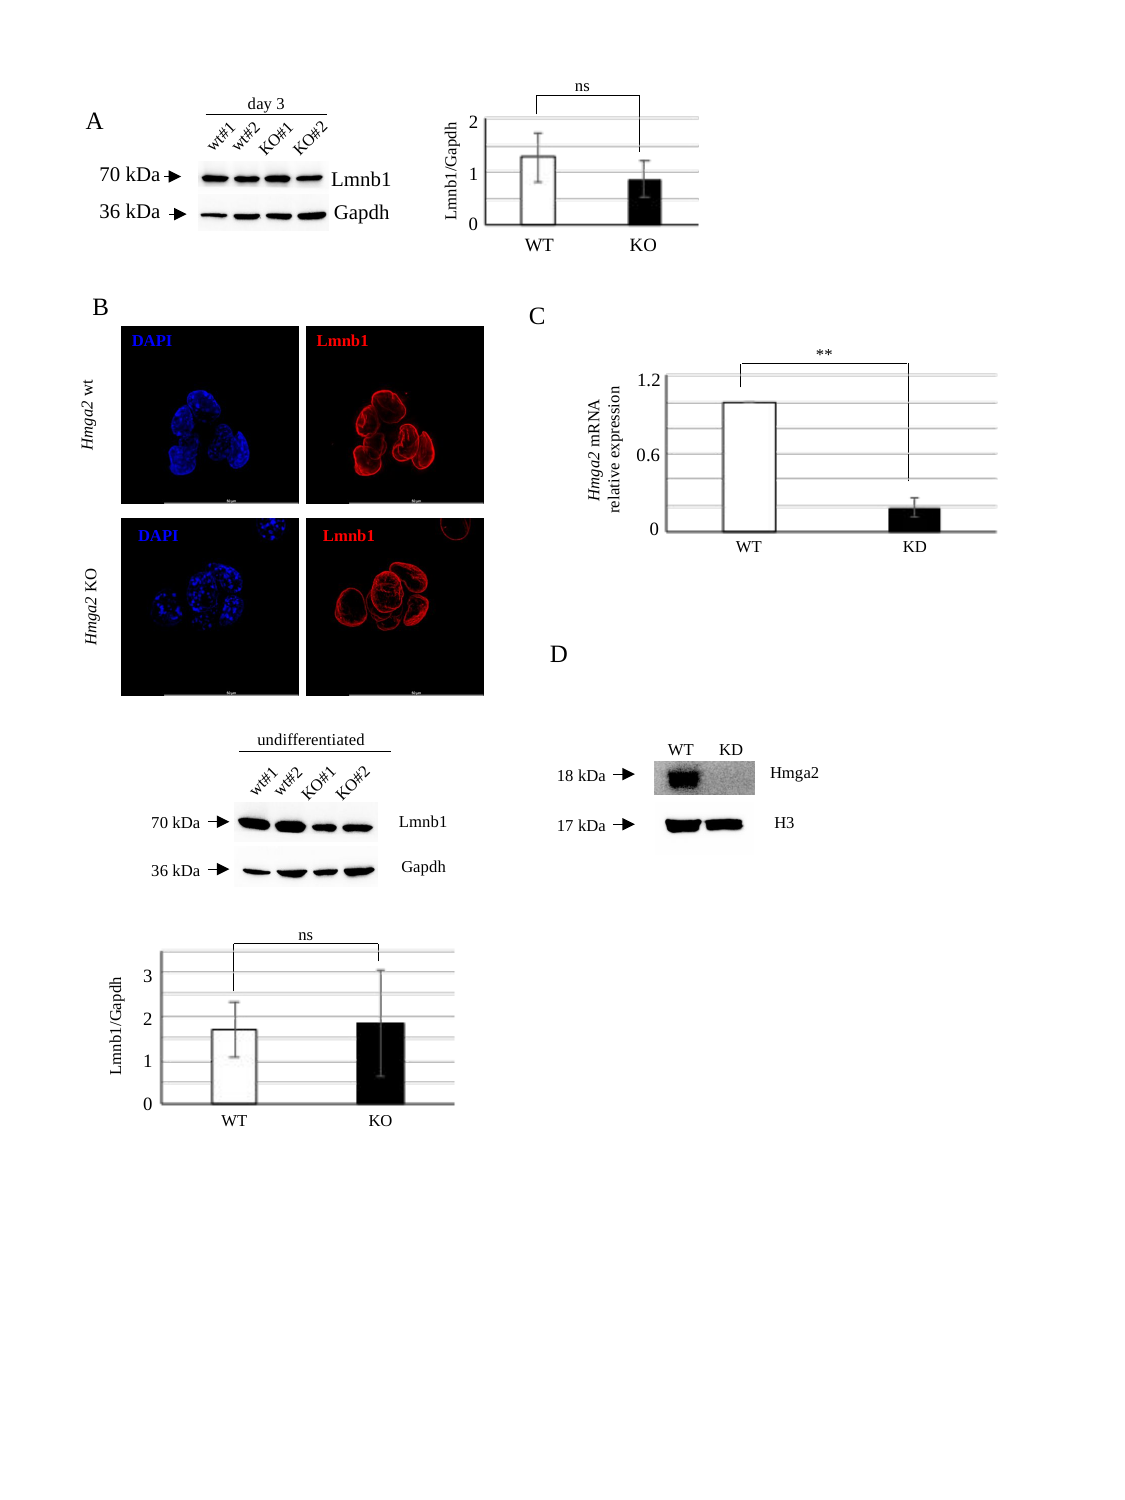

ns
day 3
A
2
wt#2
wt#1
KO#2
KO#1
70 kDa
Lmnb1/Gapdh
1
Lmnb1
36 kDa
Gapdh
0
WT KO
B
C
Lmnb1
DAPI
**
1.2
Hmga2 wt
 Hmga2 mRNA
 relative expression
0.6
0
Lmnb1
DAPI
WT
KD
Hmga2 KO
D
undifferentiated
Lmnb1
70 kDa
Gapdh
36 kDa
ns
Lmnb1/Gapdh
WT
KD
Hmga2
18 kDa
wt#2
wt#1
KO#2
KO#1
H3
17 kDa
3
2
1
0
WT
KO

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 7 — Additional file 7: Figure S5. Hmga2 wt and KO cells showed a similar localization of several histone H3 modifications upon the induction of EpiLCs. Immunoflurescence experiments on Hmga2 wt and KO cells at day 1 after the induction of EpiLCs. Lmnb1 (red) and H3K4me3, H3K9me2, H3K27me3 and H3K27ac (green) as indicated. Scale bars=50 μm. Quantification graphs obtained by counting >200 nuclei/condition. Error bars represent standard deviation. Statistical significance on three biological replicate experiments was determined using the student’s t-test, ns: not significant).

## Slide 1
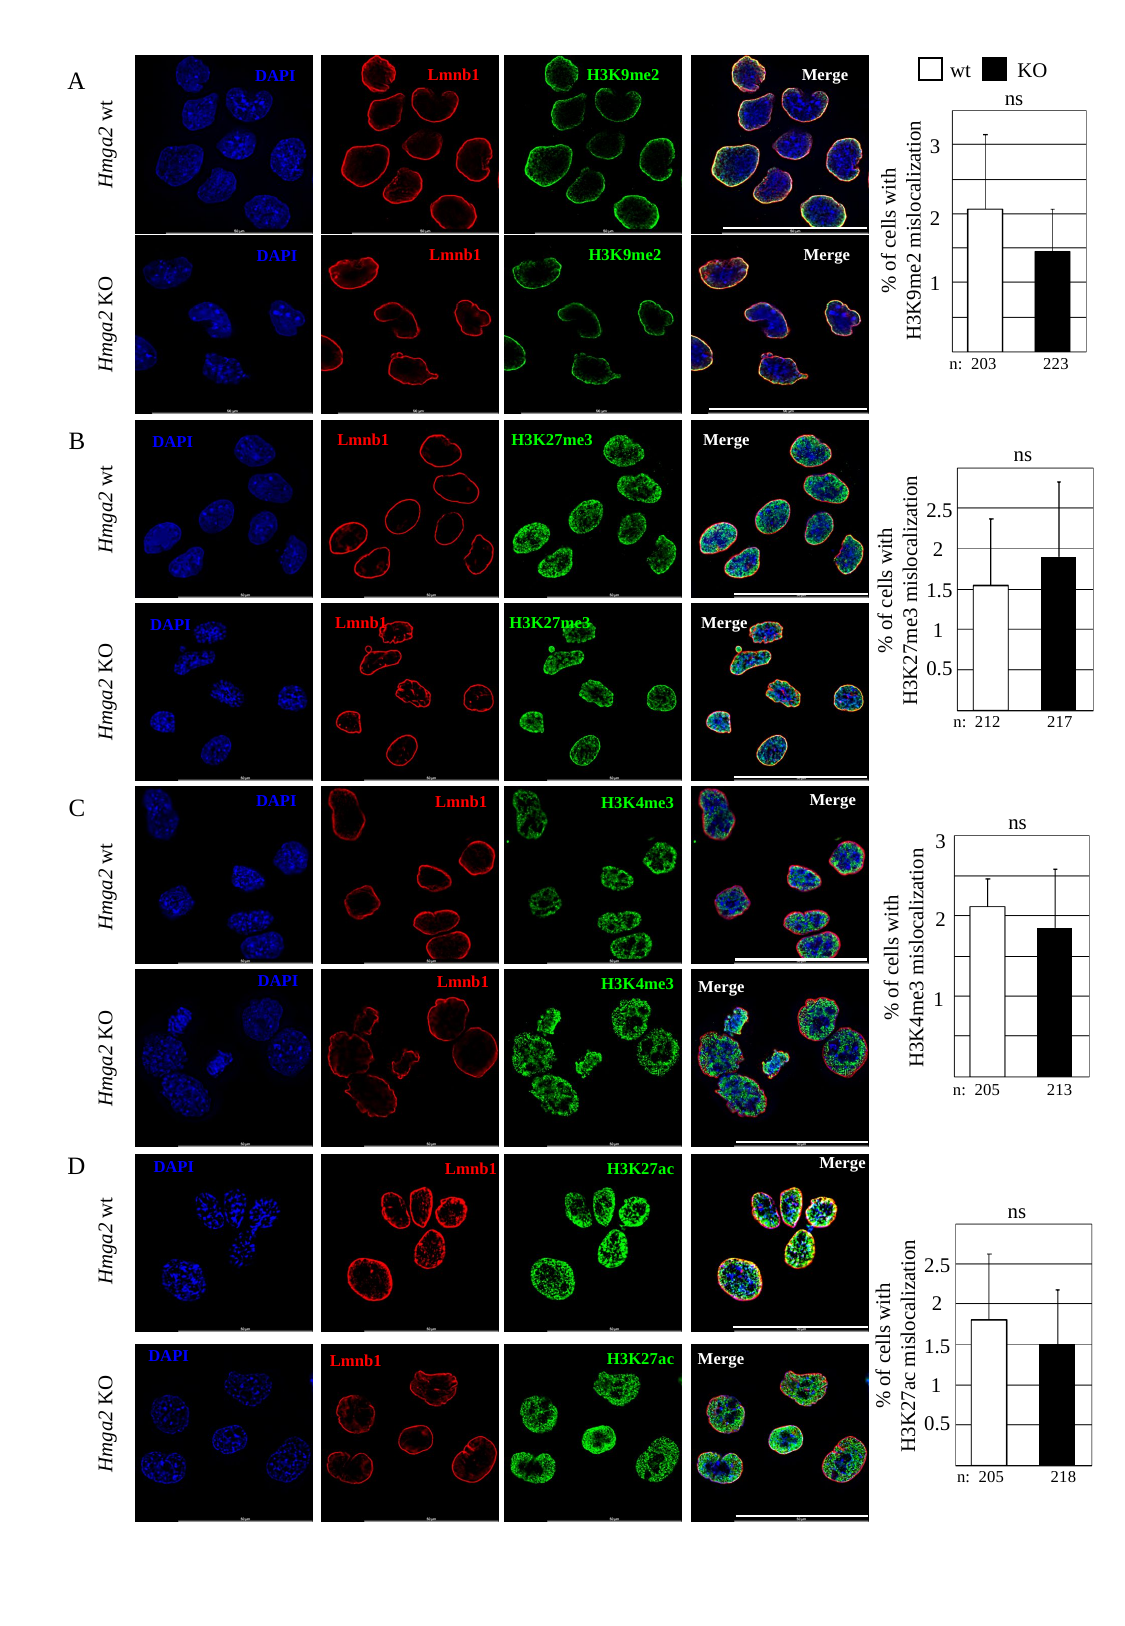

wt
KO
Lmnb1
H3K9me2
Merge
A
DAPI
ns
Hmga2 wt
3
2
% of cells with
H3K9me2 mislocalization
Lmnb1
H3K9me2
Merge
DAPI
1
Hmga2 KO
n: 203 223
B
Lmnb1
H3K27me3
Merge
DAPI
ns
2.5
Hmga2 wt
2
% of cells with
H3K27me3 mislocalization
1.5
Lmnb1
H3K27me3
Merge
DAPI
1
0.5
Hmga2 KO
n: 212 217
Merge
DAPI
Lmnb1
C
H3K4me3
ns
3
Hmga2 wt
2
% of cells with
H3K4me3 mislocalization
DAPI
Lmnb1
H3K4me3
Merge
1
Hmga2 KO
n: 205 213
D
Merge
DAPI
H3K27ac
Lmnb1
ns
Hmga2 wt
2.5
2
% of cells with
H3K27ac mislocalization
1.5
DAPI
H3K27ac
Merge
Lmnb1
1
0.5
Hmga2 KO
n: 205 218

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 8 — Additional file 8: Figure S6. Treatment of wt and KO cells with PRC2 inhibitor and its effect on nuclear lamina. (A) Western blotting image showing the level of H3K27me3 histone modifications in Hmga2 wt and KO PSCs treated or not with PRC2 inhibitor at day 0 and at day 1 after the induction of the transition into EpiLCs. The levels of the histone H3 were used as control. (B) Immunoflurescence experiments on Hmga2 wt and KO cells treated or not with PRC2 inhibitor at day 1 after the induction of EpiLCs showing the nuclear lamina phenotype. All pictures are shown as single z-plane, ROI 1024x1024, scale bar=50μm. Quantification graph showing the percentage of cells with nuclear lamina distortion in Hmga2 wt and KO cells treated or not with PRC2 inhibitor (n≤100 nuclei per condition). The count was performed at day 1 of EpiLC transition on three biological replicates. Error bars represent standard deviation. Statistical significance was determined using the student’s t-test (ns: not significant).

## Slide 1
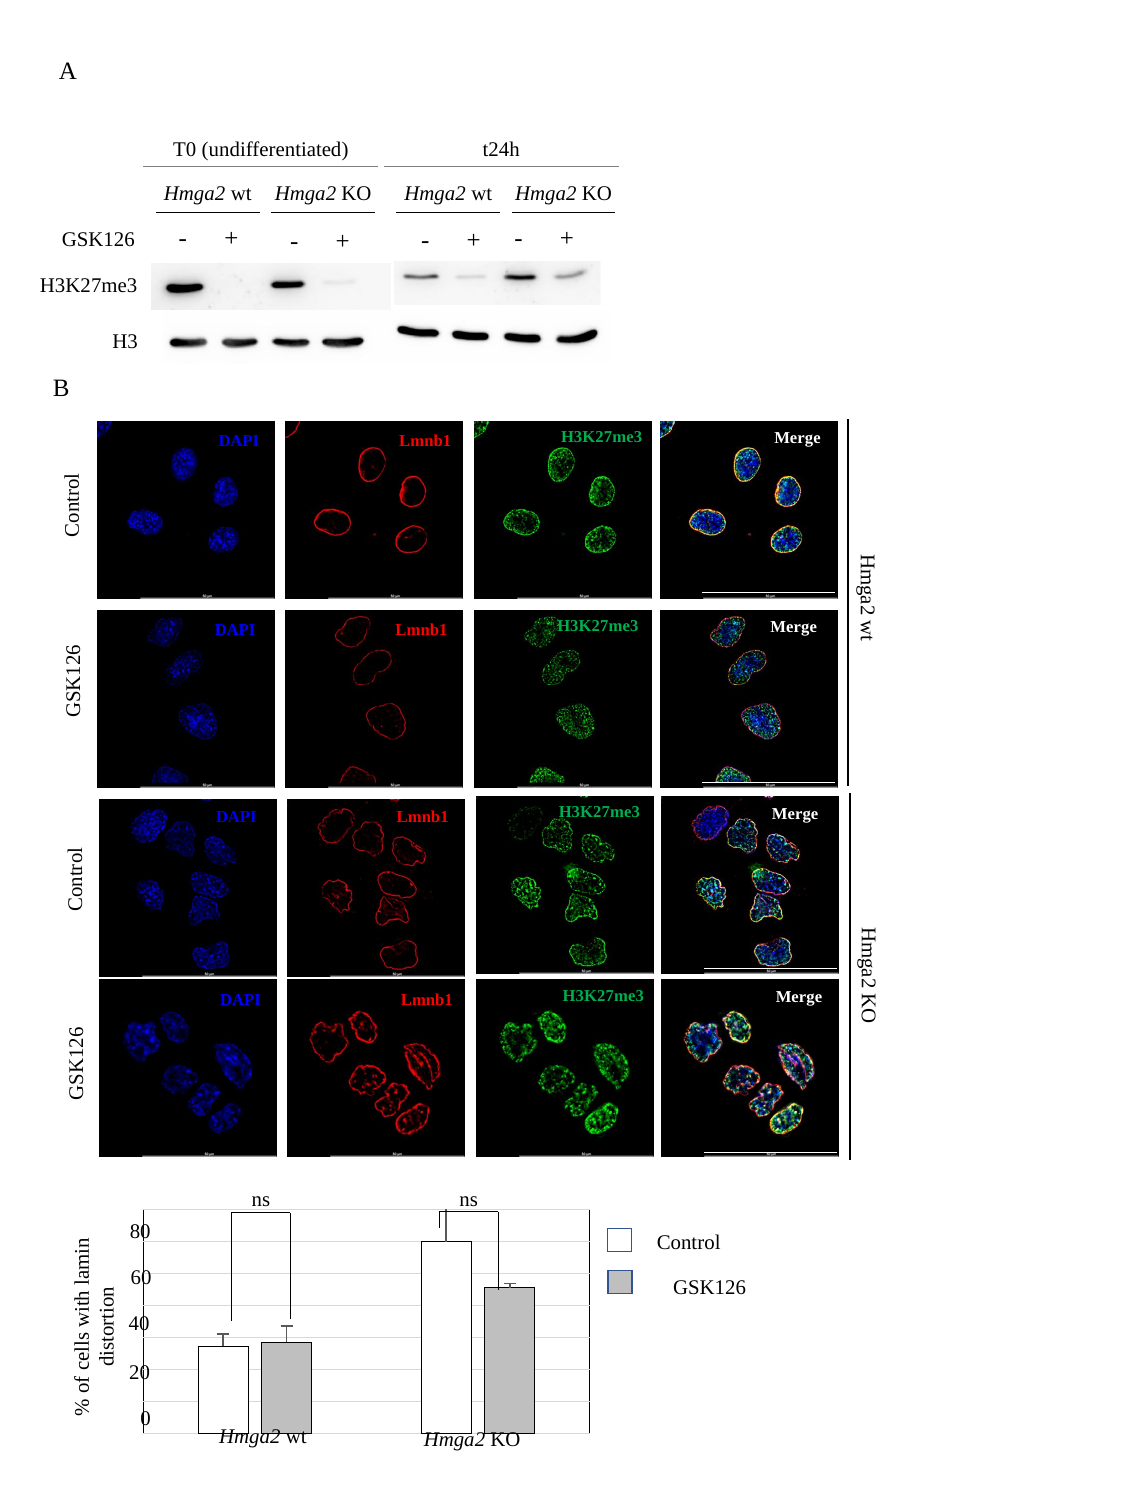

A
T0 (undifferentiated)
t24h
Hmga2 wt
Hmga2 KO
Hmga2 wt
Hmga2 KO
- +
- +
- +
- +
GSK126
H3K27me3
H3
B
H3K27me3
Merge
DAPI
Lmnb1
Control
Hmga2 wt
H3K27me3
Merge
DAPI
Lmnb1
GSK126
H3K27me3
Merge
DAPI
Lmnb1
Control
Hmga2 KO
H3K27me3
Merge
DAPI
Lmnb1
GSK126
ns
ns
### Chart
| Category | Untreated | PRC2 inhibitor |
|---|---|---|80
Control
60
GSK126
% of cells with lamin distortion
40
20
0
Hmga2 wt
Hmga2 KO

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 10 — Additional file 10: Figure S7. Identification of A/B compartment. (A) 1st eigenvector from the PCA analysis is shown in wt and KO cells. GC content (reported below) is used to call A/B compartment. All signals are binned at 100kb. (B) Pearson correlation between the 1st eigenvector in wt and KO for each chromosome. Dashed line represents the average value. (C) Examples of genomic regions exhibiting changes in A/B compartment membership from wt to KO condition.

## Slide 1
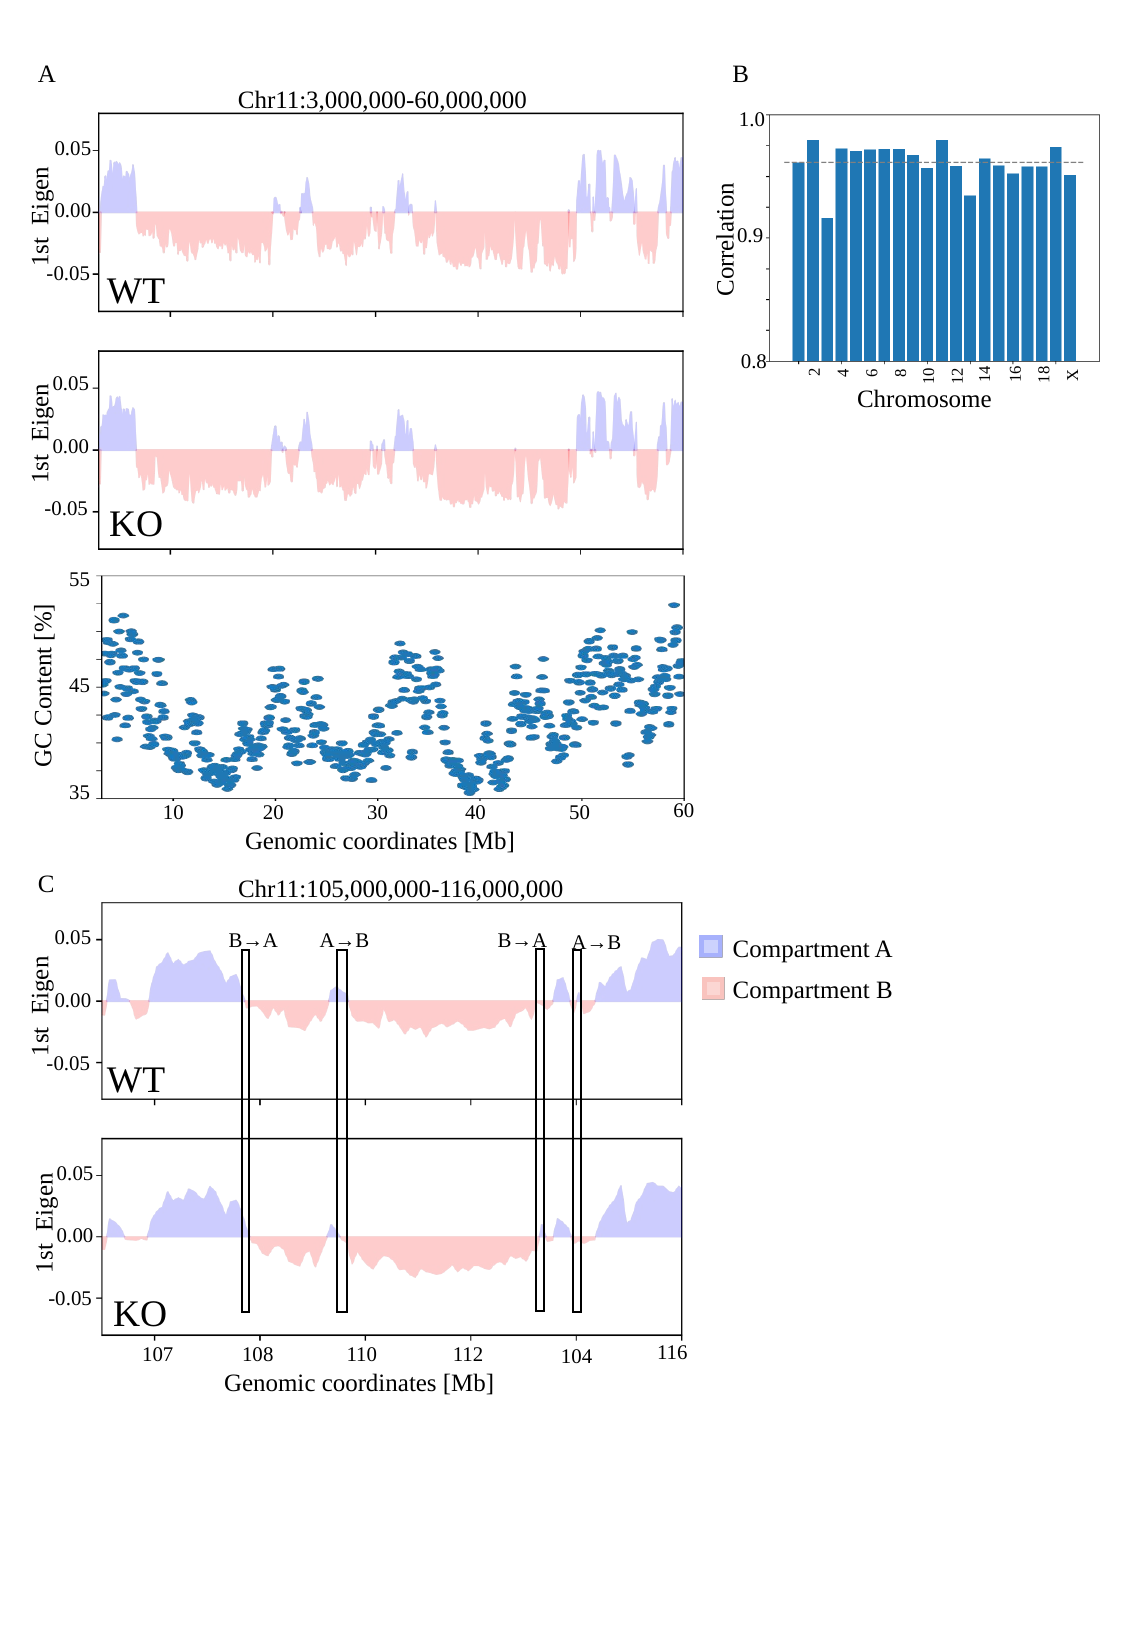

A
B
Chr11:3,000,000-60,000,000
1.0
0.05
0.00
1st Eigen
0.9
Correlation
-0.05
WT
0.8
2
4
6
8
14
16
18
X
12
10
0.05
Chromosome
1st Eigen
0.00
-0.05
KO
55
GC Content [%]
45
35
60
10
20
30
40
50
Genomic coordinates [Mb]
C
Chr11:105,000,000-116,000,000
0.05
A→B
B→A
B→A
A→B
Compartment A
Compartment B
0.00
1st Eigen
-0.05
WT
0.05
1st Eigen
0.00
-0.05
KO
116
107
108
110
112
104
Genomic coordinates [Mb]

# Supplementary material for: Hmga2 protein loss alters nuclear envelope and 3D chromatin structure
**Source:** BMC Biol. 2022 Aug 2;20:171. doi: 10.1186/s12915-022-01375-3
**Supplement:** Supplementary file 13 — Additional file 13. Uncropped blots.

## Slide 1
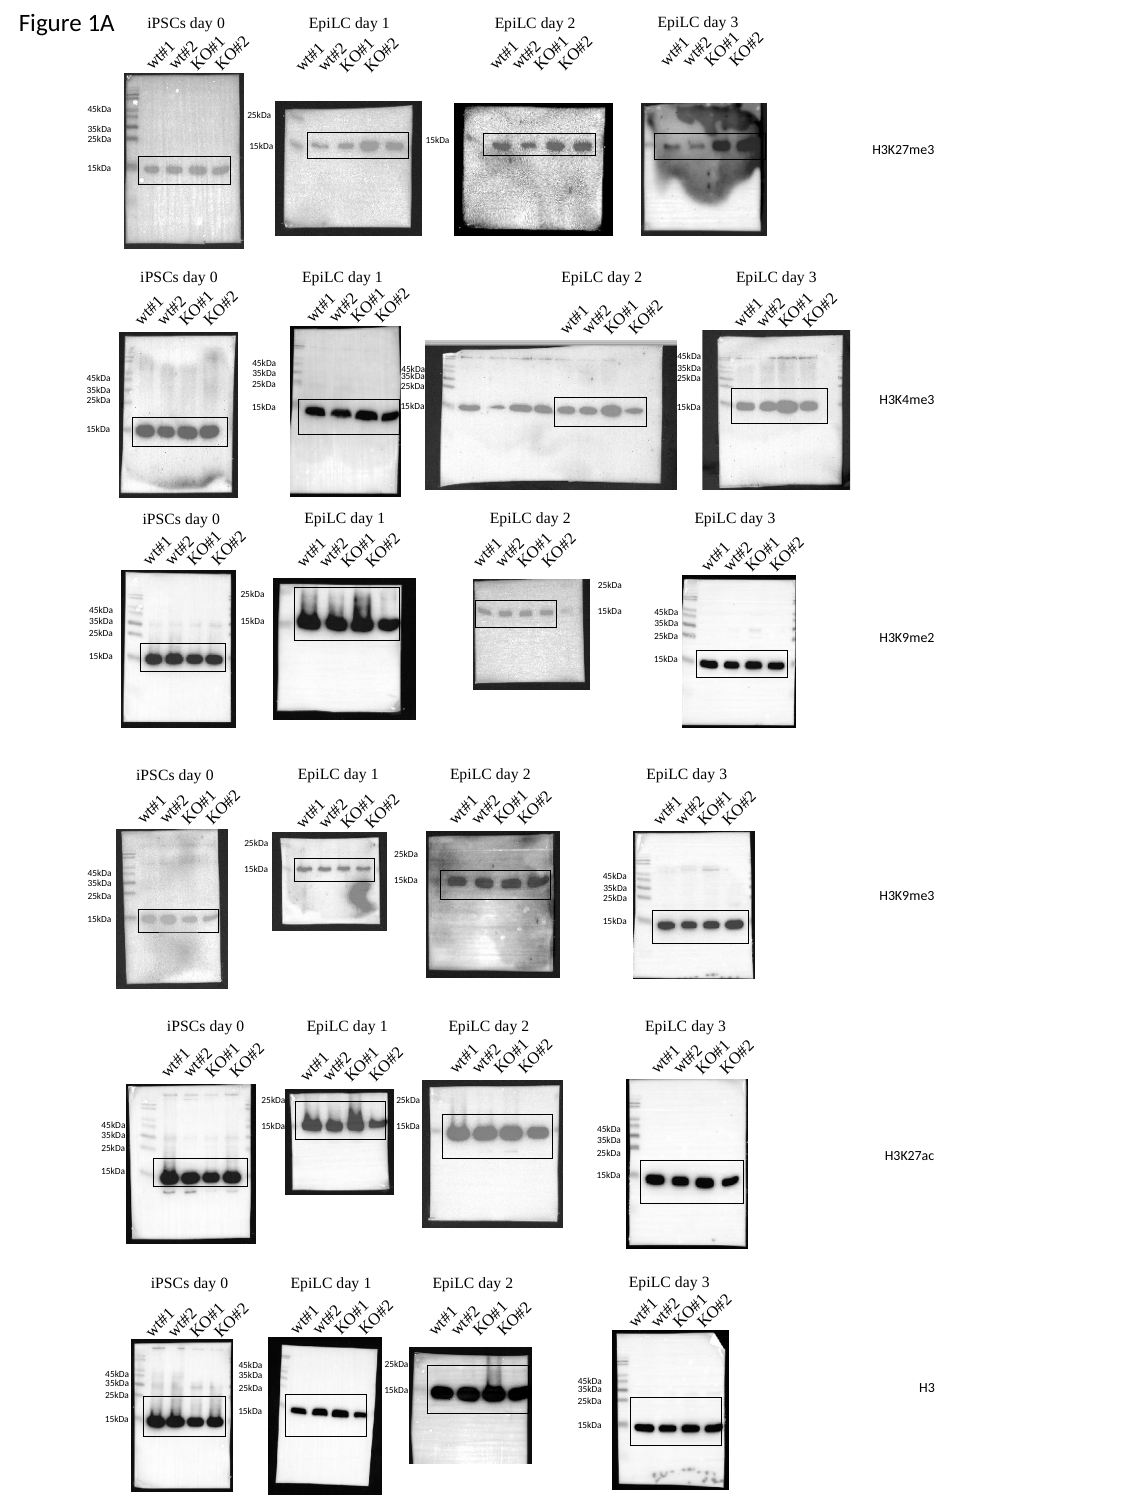

EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
Figure 1A
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
45kDa
25kDa
35kDa
25kDa
H3K27me3
15kDa
15kDa
15kDa
EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
45kDa
45kDa
35kDa
45kDa
35kDa
35kDa
45kDa
25kDa
25kDa
25kDa
35kDa
H3K4me3
25kDa
15kDa
15kDa
15kDa
15kDa
EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
25kDa
45kDa
15kDa
45kDa
35kDa
15kDa
35kDa
H3K9me2
25kDa
25kDa
15kDa
15kDa
EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
25kDa
15kDa
45kDa
45kDa
15kDa
35kDa
H3K9me3
35kDa
25kDa
25kDa
15kDa
15kDa
EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
25kDa
45kDa
15kDa
15kDa
45kDa
35kDa
35kDa
H3K27ac
25kDa
25kDa
15kDa
15kDa
EpiLC day 3
EpiLC day 1
EpiLC day 2
iPSCs day 0
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
45kDa
45kDa
35kDa
H3
45kDa
35kDa
25kDa
35kDa
15kDa
25kDa
25kDa
15kDa
15kDa
15kDa

## Slide 2
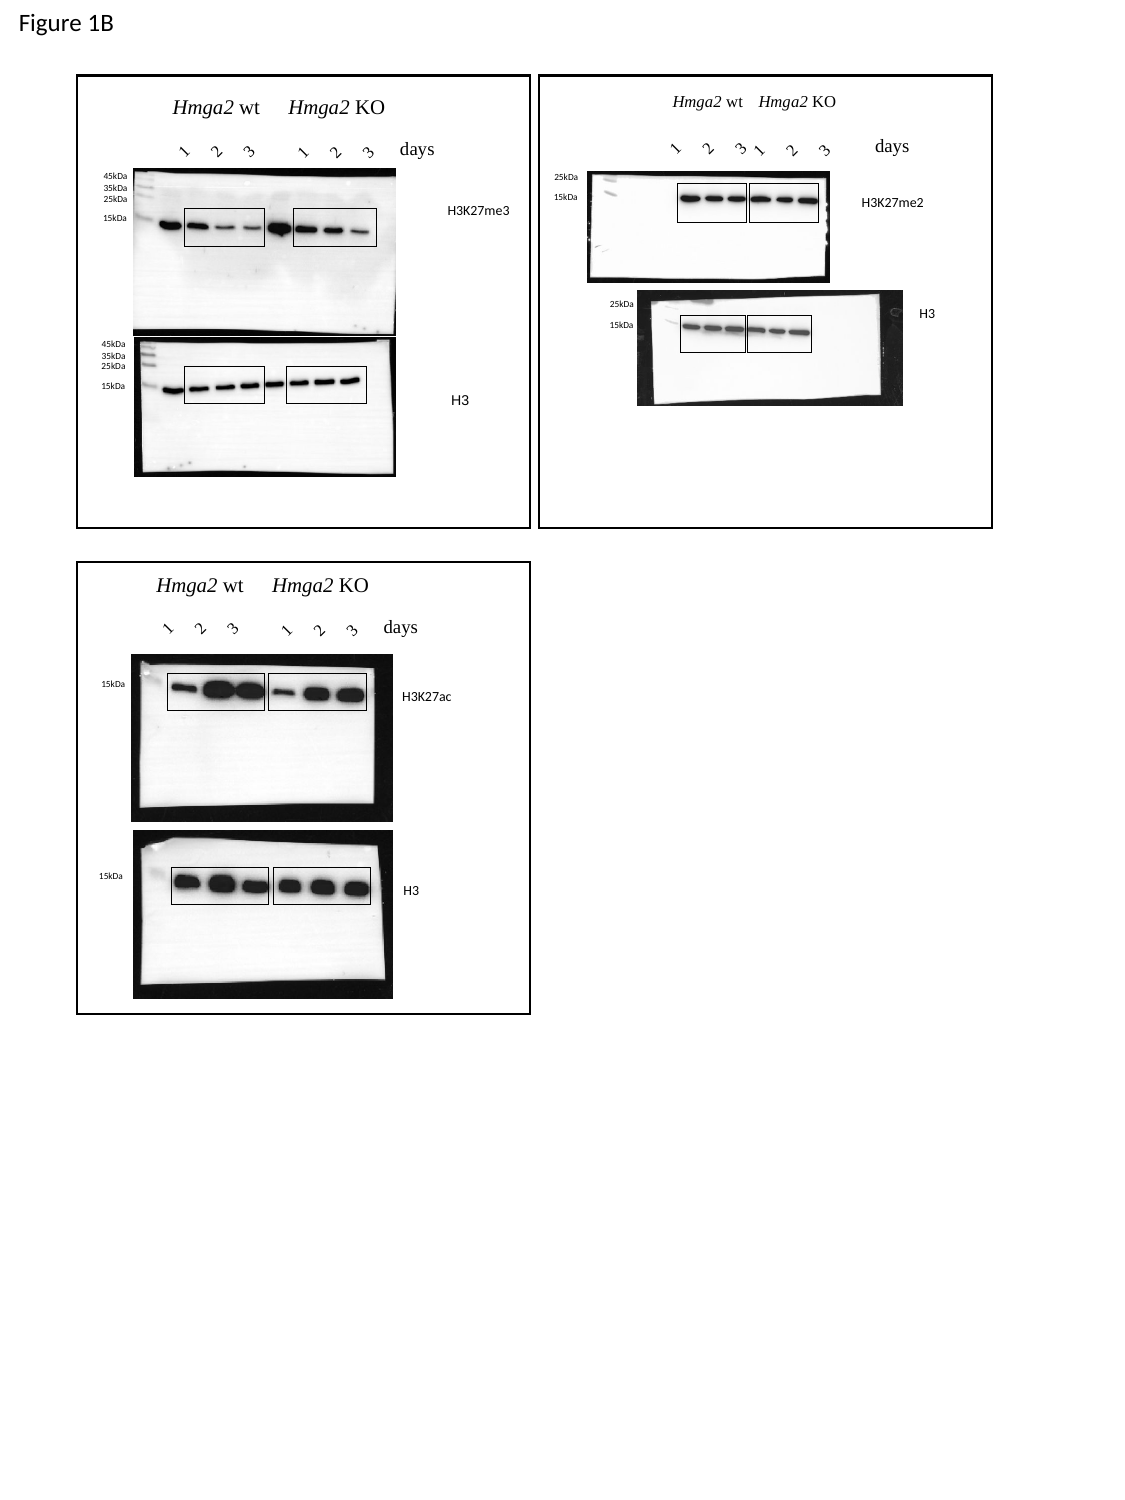

Figure 1B
Hmga2 wt
Hmga2 KO
Hmga2 wt
Hmga2 KO
days
days
2
1
3
2
3
1
2
1
3
2
3
1
45kDa
25kDa
35kDa
H3K27me2
15kDa
25kDa
H3K27me3
15kDa
25kDa
H3
15kDa
45kDa
35kDa
25kDa
15kDa
H3
Hmga2 wt
Hmga2 KO
days
2
1
3
2
3
1
15kDa
H3K27ac
15kDa
H3

## Slide 3
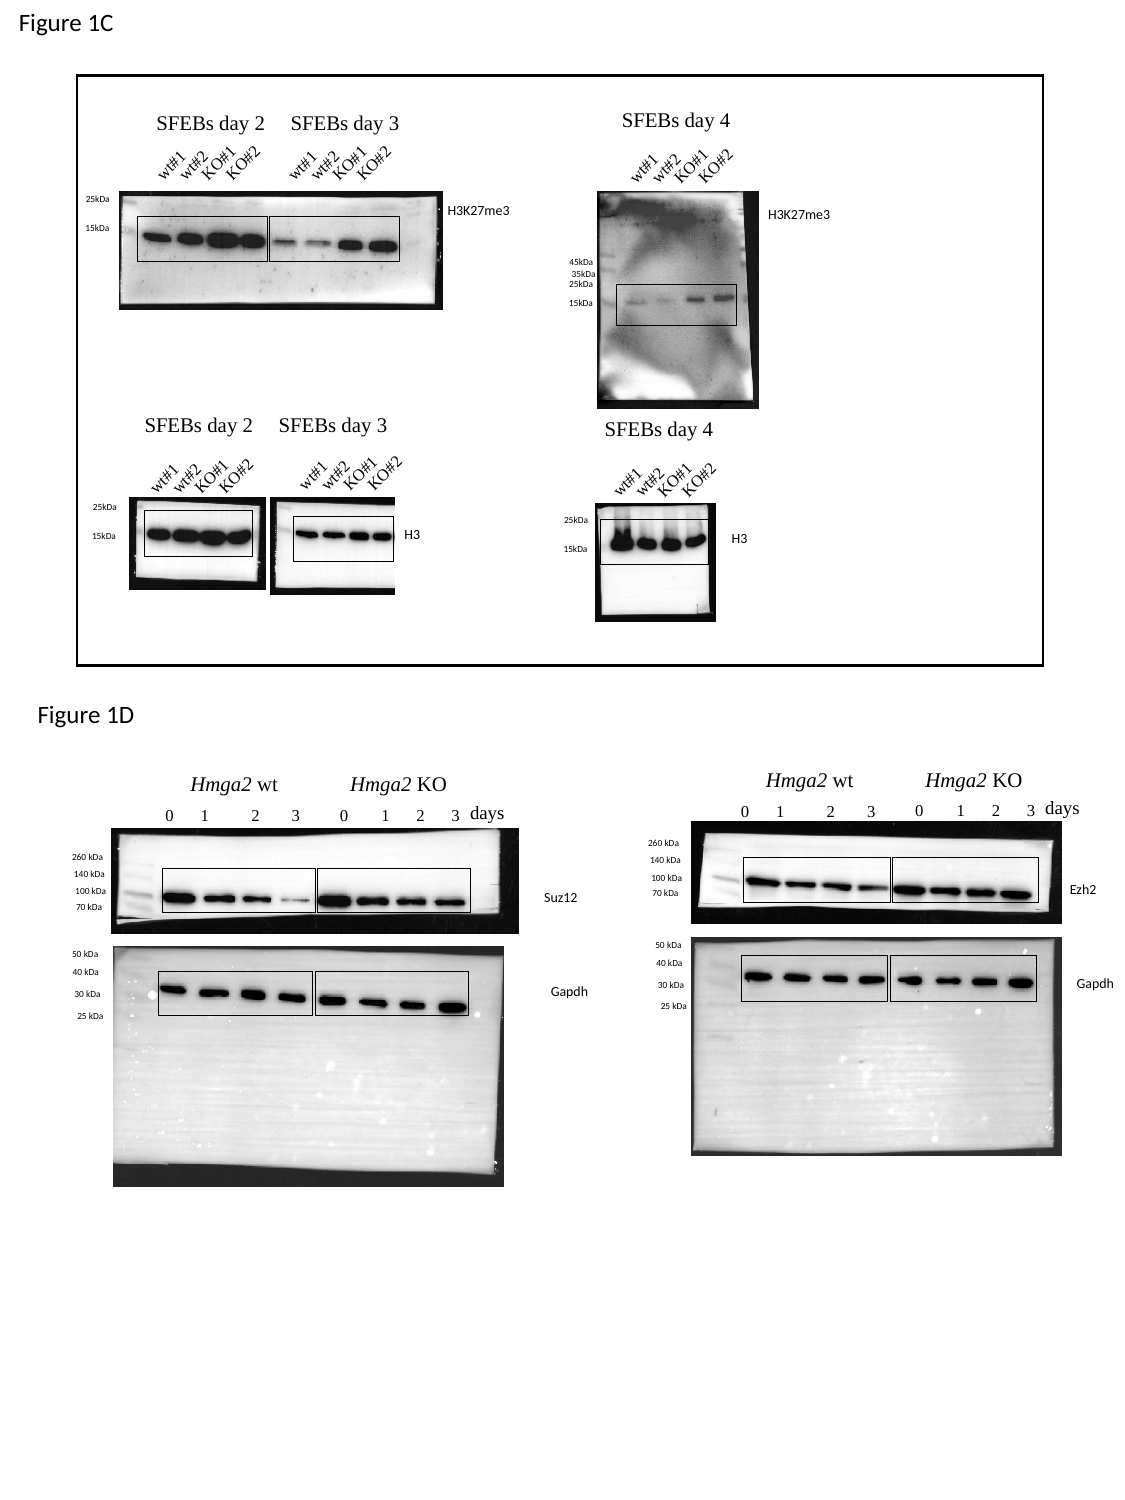

Figure 1C
SFEBs day 4
SFEBs day 2
SFEBs day 3
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
H3K27me3
H3K27me3
15kDa
45kDa
35kDa
25kDa
15kDa
SFEBs day 2
SFEBs day 3
SFEBs day 4
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
KO#1
KO#2
wt#1
wt#2
25kDa
25kDa
H3
H3
15kDa
15kDa
Figure 1D
Hmga2 wt
Hmga2 KO
Hmga2 wt
Hmga2 KO
days
0
1
2
3
days
0
1
2
3
0
1
2
3
0
1
2
3
260 kDa
260 kDa
140 kDa
140 kDa
100 kDa
Ezh2
Suz12
100 kDa
70 kDa
70 kDa
50 kDa
50 kDa
40 kDa
40 kDa
Gapdh
Gapdh
30 kDa
30 kDa
25 kDa
25 kDa

## Slide 4
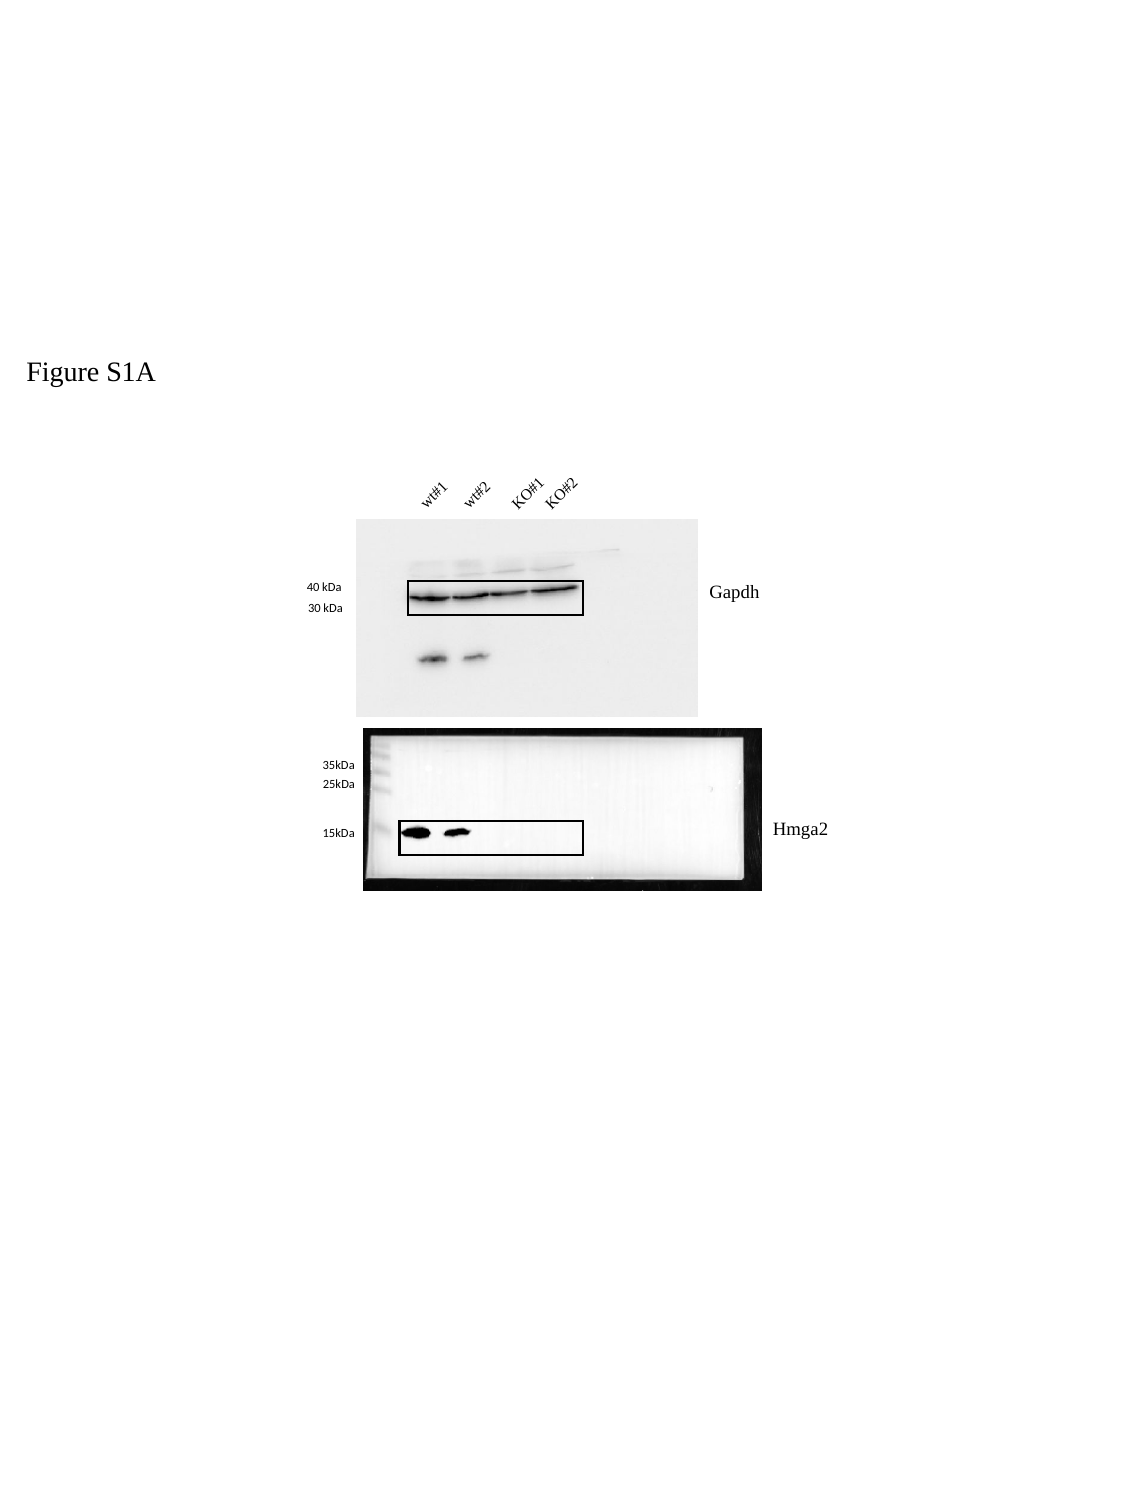

Figure S1A
KO#1
KO#2
wt#1
wt#2
40 kDa
Gapdh
30 kDa
35kDa
25kDa
15kDa
Hmga2

## Slide 5
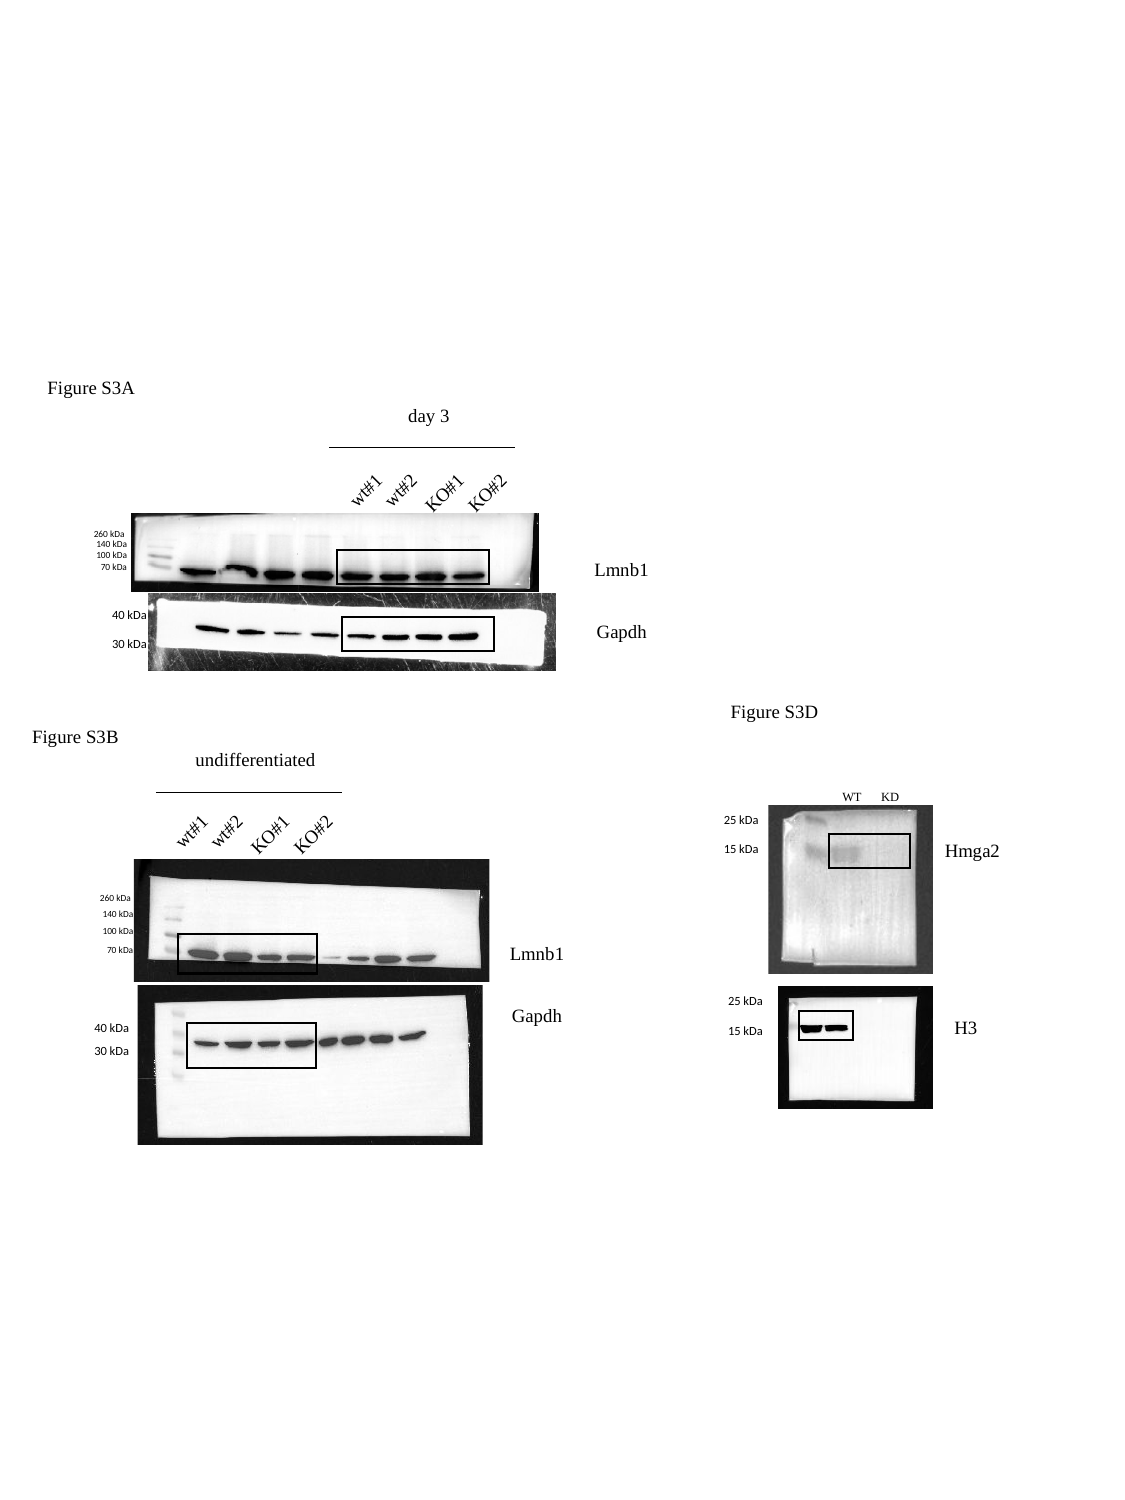

Figure S3A
day 3
wt#2
wt#1
KO#1
KO#2
260 kDa
140 kDa
100 kDa
70 kDa
Lmnb1
40 kDa
Gapdh
30 kDa
Figure S3D
Figure S3B
undifferentiated
WT
KD
25 kDa
wt#2
wt#1
KO#1
KO#2
15 kDa
Hmga2
260 kDa
140 kDa
100 kDa
70 kDa
Lmnb1
25 kDa
Gapdh
40 kDa
15 kDa
H3
30 kDa

## Slide 6
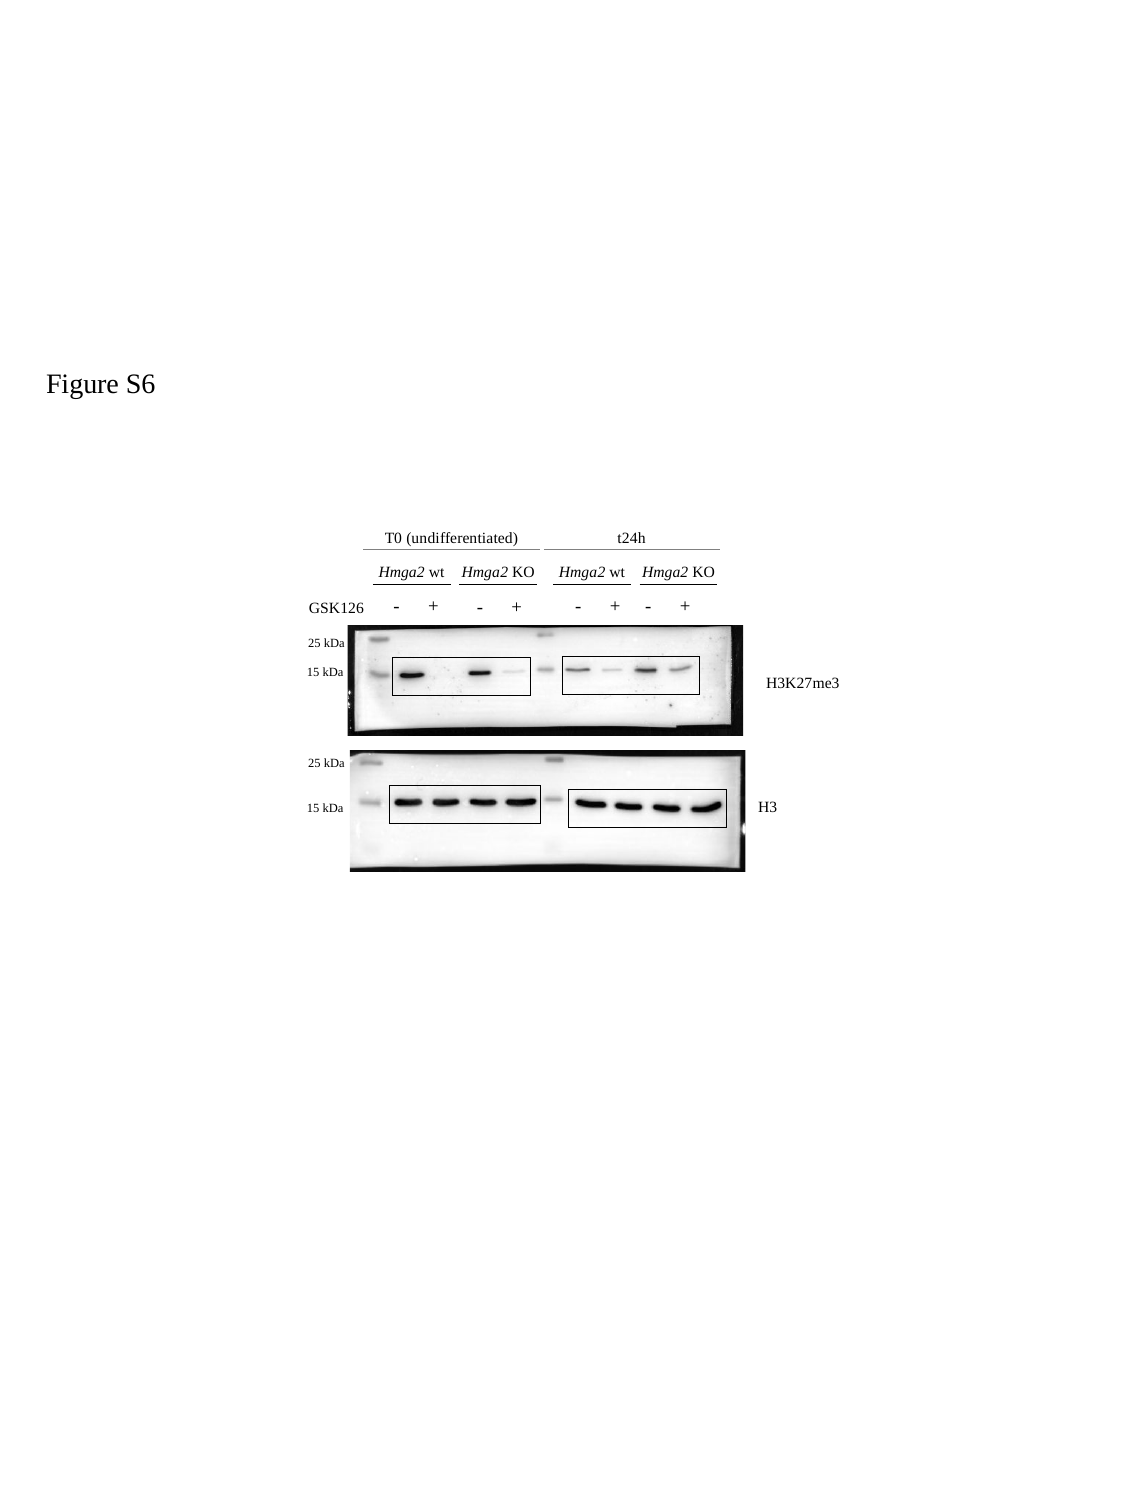

Figure S6
T0 (undifferentiated)
t24h
Hmga2 wt
Hmga2 KO
Hmga2 wt
Hmga2 KO
- +
- +
- +
- +
GSK126
25 kDa
15 kDa
H3K27me3
25 kDa
H3
15 kDa

How the deposited data were processed for this re-analysis (not part of the article)

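RNA sequencing of 18 libraries was analysed: wt cells, which came from 1 clone, KO#1 and the libraries labelled KO#2, at 0 h and 24 h of induction into EpiLCs, with 3 libraries in each of the 6 groups. The libraries were assigned to groups from their sample titles and the conditions given with them. The ChIP-seq, Hi-C, imaging and protein measurements of the paper were not analysed here, apart from the lists of Table S1, Table S2 and Table S4.

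The authors deposited counts, the number of reads assigned to each of 45706 genes in each library, as whole numbers that are not normalized. According to the paper's methods, the authors made stranded libraries from total RNA and sequenced them as paired ends on a NovaSeq instrument. Adapters were trimmed with Trim Galore, ribosomal sequences removed, reads aligned to GRCm38 with STAR and duplicates marked with Picard. The methods name Salmon and StringTie for quantification and DESeq2 for the comparison, while the columns of Table S1 are those that edgeR writes. The text of the paper and its supplements do not name the annotation release or the use of strand. Gene names, types and positions were taken from GENCODE release M21 for GRCm38, which holds 45143 of the 45706 gene identifiers. All 153 pairs of libraries were compared for duplicated columns, and 0 pairs had identical counts.

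Analyses used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 for figures. In the main setting, filterByExpr by group with a minimum count of 10 left 16619 genes. Library sizes were scaled by TMM factors, and one quasi-likelihood model of 6 groups was fitted to all 18 libraries with edgeR (common dispersion 0.0970, prior degrees of freedom 6.39). The comparisons were 24 h against 0 h in each line, each KO clone against wt cells at each time point, and the difference in the 24 h response between each KO clone and wt cells, as an interaction term. The comparison of the KO clones with each other was added after seeing the data. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Standard errors of log2 fold changes are the size of the log2 fold change divided by the square root of F. Single log2 CPM values used a prior count of 2.

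Total counts per library ranged from 3466436 to 23872837, and 3 counts, taken as the smallest detectable level, lay between 0.116 and 0.984 CPM, where CPM are counts scaled to the library total multiplied by its TMM factor. Of the genes, 29079 had at least 1 count in the 18 libraries and 9709 had at least 10 counts in every library. A fold against a group whose libraries all had at most 3 counts was computed against that level and is given as a lower bound.

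Marker panels were scored in each library as the mean log2 CPM of fixed gene lists (naive, primed, PRC2, envelope, fibroblast and sex genes), and scores were compared by two-sided exact permutation tests, with 84 splits for 6 KO against 3 wt libraries and 20 for 3 against 3. PRC2 was Ezh1, Eed, Rbbp4, Rbbp7, Jarid2, Mtf2, Aebp2 and Phf19, envelope was Lmnb2, Lmna, Lbr, Lemd3, Tmpo, Sun1, Sun2 and Banf1, and sex was Xist, Ddx3y, Eif2s3y, Uty and Kdm5d. The panel tests took libraries as units, so they do not measure the spread between clones. Relations across libraries were computed on deviations from group means, with exact permutations within groups.

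The genes named in the text were chosen by a rule fixed in advance. They are Hmga2, Suz12, Ezh2, Lmnb1, Emd, Hmga1 and Gapdh, which the paper names, and the panels. From the tests, the rule took the 3 largest rises and the 3 largest falls in wt cells among genes called with one sign in all 3 lines. It also took up to 3 genes called only in wt cells with a different response in both KO clones, 3 called only in both KO clones, and the 3 highest and the 3 lowest in both KO clones against wt cells at 24 h. Each needed an average log2 CPM of at least 2 and replicates that did not overlap between the groups compared. Genes named outside this rule are marked as chosen after their values were seen.

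Alternatives tried were DESeq2 with its Wald test, DESeq2's size factors in edgeR (RLE), library sizes alone, no filter on low counts, at least 10 counts in every library, only the groups compared, the replicate number as a block, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, a prior count of 0.5 for the panels, and leaving out each library in turn. Alternatives added after seeing the data were an absolute log2 fold change above 0.58, offsets corrected for GC content by a natural spline with 5 degrees of freedom, these offsets with the replicate block, protein-coding genes only, and binomial thinning of all libraries to the smallest total. The pairing behind the block comes from the replicate numbers in the library labels alone. The steps were tested on simulated counts with known changes.

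Positions on chromosomes, GC content and lists of genomic bins were related to log2 fold changes with 10000 shuffled chromosome labels or 10000 random gene lists matched on expression. No comparison with PRC2 targets was made, since the list the paper cites was not used here. Genes near Hmga2 peaks were not analysed either: of the 1999 peaks read from Table S2, the listed gene of 1975 is in the annotation, and all of these genes lie on chromosome 1, while 152 of the peaks do.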

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

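In this part, the tests of library depth, fibroblast RNA and position for chromosome 8, those for Xist and for the envelope panel, and that of fibroblast RNA for the difference between the clones were chosen before their results were seen, and all other tests only after the result was seen. KO#2 stands here for the libraries labelled KO#2.

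The 24 h response differed between groups, by the interaction term in edgeR, in 65 genes for KO#1 against wt cells (42 with a higher log2 fold change) and in 244 genes for KO#2 against wt cells (158 higher). An unadjusted p-value under 0.05 was reached by 1679 and 3920 genes. Libraries of a KO clone and wt cells were also regrouped within each time point, by splits that part all same-numbered pairs. As many genes were called in 5 of 32 such splits for KO#1 and in 8 of 32 for KO#2, the real one included, and the largest other counts were 2490 and 8603. All 4 other splits for KO#1 and all 7 for KO#2 are among the 7 splits whose exchange differs by at least 2 pairs between the time points, so that the difference between the lines enters the response. Among the 10 splits that exchange as many pairs at 0 h as at 24 h, only the real one (1 of 10 for each clone) gave as many genes. The others gave 0 genes, with at most 395 and 528 genes at an unadjusted p-value under 0.05. A share under 0.05 is not possible with 10 splits. Drawn from the splits that do not part all same-numbered pairs, 18 further ones gave at most 53 genes for KO#1 and 0 for KO#2, with at most 2178 and 1389 at an unadjusted p-value under 0.05. Library depth entered these counts: thinned to the smallest total, 8 and 116 genes were called. GC content did not lower them, with 105 and 358 genes called after correction. The larger set of splits mixes in the difference between the lines and the 10 balanced ones are too few, so they do not decide on chance. Which part of them comes from Hmga2 and which from differences between clones was not tested, since wt cells came from 1 clone.

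The effects against wt cells differed between the KO clones, by a direct comparison of KO#2 with KO#1 in edgeR, in 4393 genes at 0 h (2516 higher in KO#2) and in 5878 at 24 h (3204 higher). An unadjusted p-value under 0.05 was reached by 6619 and 7551 genes. Of the 4 splits of the libraries that part all same-numbered pairs, 1 gave as many genes at each time point, the real one. The other 3 gave 0 genes, with at most 1562 and 2174 at an unadjusted p-value under 0.05, and since a share under 0.05 is not possible with 4 splits, they do not decide on chance. The 6 splits that part 1 pair gave 0 genes, with at most 2113 and 1222 unadjusted. Across genes, the effects of the clones against the same wt libraries correlated with r 0.634 at 0 h and 0.474 at 24 h. The same wt libraries enter both effects, which alone makes them correlate. The r to be had without a shared effect was not computed, so these values do not decide whether the clones share an effect. At 0 h and 24 h, 11 and 53 genes were called against wt cells in opposite directions.

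More genes differed from wt cells in KO#2 than in KO#1, 5.71 times as many at 0 h and 3.78 times at 24 h. At 24 h the ratio was 3.12 with GC-corrected offsets (2.56 at 0 h), 5.59 with all libraries thinned to the smallest total and 3.31 with protein-coding genes only. Without the 4436 genes (26.7%) that followed the fibroblast panel across libraries with r above 0.5, it was 3.20. Thus GC content, depth, a few abundant genes and fibroblast RNA each left a ratio above 1.5, the limit set for each test. A library preparation that differed by clone remains: at 24 h, misc_RNA held at most 7.09% of the counts in the KO#2 libraries and at least 19.4% in the other 6. At 0 h these shares overlapped (at most 8.90% and at least 3.27%). The larger number of genes in KO#2 cannot be told apart from such a difference in preparation, and no biological explanation was tested for it.

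The protein-coding genes of chromosome 8 were higher as a whole in KO#1 than in wt cells, a signal the paper does not report, with a median log2 fold change of 0.53 at 0 h and 0.44 at 24 h (567 genes with an average log2 CPM above 2). The 18 other autosomes had medians from -0.10 to 0.09 at 0 h and from -0.13 to -0.01 at 24 h. Scored in each library against the wt mean, the shift was 0.47 to 0.56 in the 6 KO#1 libraries, -0.07 to 0.06 in the 6 wt libraries and -0.22 to -0.06 in the 6 KO#2 libraries (KO#1 against wt, exact permutation p = 0.005, the smallest that 400 splits allow). At 24 h, 99 of the 567 protein-coding genes were called higher and 5 lower. The shift was 0.38 after removing the trend on GC content, 0.48 with libraries thinned to the smallest total, 0.42 without genes that follow the fibroblast panel and 0.48 against the median of the other autosomes, which speaks against a few genes taking most of the counts. All 12 windows of 10 Mb with at least 10 genes had a median above zero, as did the remaining window with 8 genes, so the shift is not limited to a segment. Shuffled chromosome labels gave as large a median on any chromosome in a share of 1e-04, the smallest that 10000 shuffles can give. The median ratio of KO#1 to wt cells was 1.35 at 24 h. A candidate explanation is an extra copy of chromosome 8 in KO#1, in all cells or in some of them. No DNA measurement was used, so this cannot be told apart from other causes of a higher RNA level along the chromosome.

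Xist, which the paper does not report, was higher in KO#2 than in wt cells at 24 h, with a log2 fold change of 3.57 (SE 0.47, adjusted p = 3.52e-05), and at 0 h, with 3.96 (SE 0.49, adjusted p = 2.75e-05), from edgeR's quasi-likelihood test. It was higher in 6 of 6 KO#2 libraries than in any wt library. Xist had 660 to 2100 counts in KO#2 libraries, 11 to 88 in wt libraries and 18 to 79 in KO#1 libraries. Ddx3y, from the Y chromosome, had 16 to 88 counts in KO#2 libraries, 0 to 7 in wt and 1 to 10 in KO#1. Fibroblast RNA would make Xist rise with the fibroblast panel, but over the 6 KO#2 libraries, as deviations from group means, r was -0.562 (exact permutation p = 0.389, 36 permutations). Spearman's rho was -0.600 (exact permutation p = 0.278), and r was -0.497 without the 2 libraries farthest from the median. With 6 libraries these values do not exclude fibroblast RNA. Within each time point the group means go along with it. The fibroblast panel of KO#2 was 5.18 against 3.50 in wt cells at 0 h, and 3.55 against 1.58 at 24 h. Across time points they go against it. KO#1 at 0 h had a panel of 4.18 and 6.13 CPM of Xist, and KO#2 at 24 h had 3.55 and 35.5 CPM. Reads of the antisense gene Tsix are not enough to explain Xist, with a log2 fold change of 1.30 for Tsix. A difference in library preparation was not tested for this gene, but the misc_RNA shares, which set the KO#2 libraries apart at 24 h, overlapped with the others at 0 h (at most 8.90% and at least 3.27%), where Xist was higher as well. Other measures set the KO#2 libraries apart at 0 h too, with 21963 to 23011 genes with counts against 15778 to 19756 in the other libraries and the trend on GC content, so a difference in preparation is not excluded. Protein-coding genes of the X chromosome as a whole were also higher in KO#2 than in wt cells at 0 h, with a median log2 fold change of 0.76 over 351 genes with an average log2 CPM above 2 (0.33 after removing the trend on GC content). The 18 autosomes other than chromosome 8 had medians from -0.48 to 0.34 (-0.12 to 0.20 after that removal). At 24 h the X median was 0.21 (0.03 after removal), within the range of those autosomes. No test of chance or of fibroblast RNA was run for these X medians, so no biological explanation is given.

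On the envelope panel at 24 h, 1 of the 6 KO libraries, KO#1 replicate 3, lay far from the others, with a score of 6.32 against 5.80 to 5.91. Its gap to the nearest library was 0.781 of the whole range. Of 14 such groups of 6 libraries, this was the only one past the limit, and chance gives about 1 in 20. After removal of each library's trend on GC content the gap was 0.637 of the range, still past the limit. Without the 3 of the 8 panel genes that follow the fibroblast panel it was 0.465, no longer past the limit, so the distance rests in part on these 3 genes. RNA from fibroblasts would not raise the score of this library, which has the lowest fibroblast score of the 6 (1.71). At 24 h replicate 3 was also the highest wt library on this panel (5.88 against 5.46 and 5.61), so the distance cannot be told apart from chance or from a difference shared by libraries with the same replicate number.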

How the results depend on the processing

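Among the tests in this part, the GC correction, its use with the replicate block, protein-coding genes only, the thinning to the smallest total, the log2 fold change above 0.58 and every alternative for KO#2 against KO#1 were chosen only after the results were seen. The other alternatives, the groups compared and the rule for named genes were set before the data were examined. KO#2 stands here for the libraries labelled KO#2. Counts are called changed beyond 1.5 times the main count. Unless a value below shows the cause of a change, the cause was not tested.

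The number of genes changed in wt cells stayed within 1.5 times its main value of 8429 under every alternative tried, from 5783 (adjusted p-value under 0.01) to 9051 (replicate block with GC-corrected offsets). The share of these genes changed with the same sign in both clones was 31.4% and ranged from 20.5% to 36.8% over all alternatives. The naive panel at 24 h was higher in the KO libraries under every alternative tried for it, by 0.98 to 1.59 (exact permutation p from 0.0119 to 0.0357). With an absolute log2 fold change of at least 1 or above 0.58, or a prior count of 0.5, no result they were applied to changed. With RLE factors in edgeR, Suz12 in KO#1 against wt at 24 h was 0.0063 in place of -0.00044, and among the counts, correlations, panels and Hmga2 none changed.

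Library sizes alone in place of TMM factors shifted the median log2 fold change of all genes by -0.62 in wt cells, -0.79 in KO#1 and -0.03 in KO#2 from 0 h to 24 h. Against wt cells, they shifted it by 0.13 and 0.45 at 0 h and by -0.03 and 1.04 at 24 h in KO#1 and KO#2, and in the differences in response by -0.17 and 0.59. The percent of called genes that were higher followed these shifts. It was 21.4% against 51.3% in wt cells, 11.4% against 49.4% in KO#1, 71.3% against 59.8% for KO#1 against wt at 0 h, and 90.3% against 56.4% and 94.8% against 57.1% for KO#2 against wt at 0 h and 24 h. For KO#2 against KO#1 it was 90.6% against 57.3% at 0 h and 95.5% against 54.5% at 24 h, and for the differences in response 50.0% against 64.6% and 94.4% against 64.8%.

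In this setting, 1088 genes differed from wt at 24 h in KO#1 and 10208 in KO#2, 9986 between the clones at 24 h, and the response differed in 4 genes in KO#1, 801 in KO#2 and 3 in both. The sets held 224 genes (both KO clones only), 1717 (all 3 lines), 394 (wt and KO#2 only) and 1649 (KO#1 only). The changes from 0 h to 24 h in wt cells became -0.066 for Ezh2 and -0.55 for Gapdh. Against wt at 0 h, KO#2 had -1.44 for Hmga2 (adjusted p 0.0583, edgeR, with 1.93e-05 to 0.0863 over all alternatives), 0.028 for Emd and 0.33 for Nanog, and at 24 h 1.01 for Hmga2 and 0.32 for Emd. The naive panel at 0 h was 0.26 higher in the KO libraries and 0.26 higher in KO#2 alone. The primed panel differed by -0.36 at 0 h (exact permutation p = 0.107) and by -0.55 at 24 h (exact permutation p = 0.476, with 0.0357 to 0.476 over all alternatives), and in KO#2 alone by 0.24 at 24 h.

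DESeq2 found different responses in 271 genes in KO#1, 1219 in KO#2 and 139 in both, and gave 0.0060 for Suz12 in KO#1 against wt at 24 h. In simulated counts, 13.3% (KO#1) and 11.9% (KO#2) of its calls of a different response were false, against 3.70% and 5.31% with edgeR. Without a filter on low counts, edgeR found different responses in 307, 1717 and 174 genes, in the same order. There r of the responses was 0.558 (KO#1) and 0.468 (KO#2), and Suz12 was 0.0074. Hmga2 in KO#1 was -1.71 at 0 h and -1.35 at 24 h, now past the threshold (adjusted p 0.000524 and 0.0123 in edgeR, over all alternatives 0.000524 to 0.34 and 0.0123 to 0.496).

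With at least 10 counts in every library, 2614 genes changed in KO#2, 473 and 824 differed from wt in KO#1 at 0 h and 24 h, 3813 and 4100 in KO#2, and 2900 between the clones at 0 h. The sets held 1483 (wt only), 154 (both KO clones only), 339 (wt and KO#2 only), 493 (KO#1 only) and 320 genes (KO#2 only). In both clones, 438 genes differed from wt at 24 h with one direction, and r of the responses was 0.901 for KO#1. Gapdh in wt cells was -0.024. Nanog in KO#2 against wt at 0 h was 0.075. At 24 h, KO#1 had 0.033 for Suz12 and 0.0064 for Ezh2, and KO#2 had 0.11 for Hmga2.

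With only the groups compared in the fit, 441 genes differed from wt in KO#1 at 0 h, 557 were called in KO#1 only and 1117 in KO#2 only, r was 0.878 for KO#1, and Suz12 was 0.025. Of the 55 genes whose response then differed in KO#1, 85.5% were higher. The replicate block gave 447 genes with a different response in KO#2 (53.5% higher) and 0.00015 for Suz12. Protein-coding genes alone gave 469 (80.0% higher), 0.025 for Suz12 and 0.034 for Hmga2 in KO#2 against wt at 24 h.

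An adjusted p-value under 0.01 left 3999 genes changed in KO#1 and 2275 in KO#2. Against wt it left 501 and 806 in KO#1 and 3122 and 3595 in KO#2, at 0 h and 24 h, and 1914 and 3402 between the clones. The response differed in 5 genes in KO#1, 32 in KO#2 and 3 in both. The sets held 196 (both KO clones only), 1334 (all 3 lines), 1783 (wt and KO#1 only), 372 (wt and KO#2 only) and 373 genes (KO#2 only), and 461 differed from wt in both clones at 24 h.

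With GC-corrected offsets, 3681 genes differed from wt in KO#2 at 0 h and 2551 between the clones at 0 h, and the response differed in 105 genes in KO#1 and 42 in both. In KO#2 against wt at 0 h, Ezh2 was -0.10, Emd 0.026 and Sox3 0.41. In KO#1 at 24 h, Suz12 was 0.16, Ezh2 0.047 and Lmnb1 -0.032. With the block added, these numbers were 3851, 2765, 118 and 59, the response differed in 788 genes in KO#2, and the genes, in the same order, were at -0.11, 0.089, 0.40, 0.16, 0.044 and -0.025.

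Depth limits the smaller counts. Thinned to the smallest total, 681 and 750 genes differed from wt in KO#1 at 0 h and 24 h. The response differed in 8, 116 and 6 genes (KO#1, KO#2, both), 426 were called in wt and KO#2 only, 430 in KO#2 only, and 440 differed from wt in both clones at 24 h. The correlation for KO#1 was 0.824, Gapdh in wt cells -0.065, and Suz12 and Ezh2 in KO#1 at 24 h 0.046 and 0.024.

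With each library left out in turn, genes different from wt in KO#1 numbered 598 to 937 at 0 h and 1028 to 1288 at 24 h, those between the clones at 0 h 2601 to 3613, and those changed in KO#2 2534 to 4104. The response differed in 6 to 39 genes in KO#1, 51 to 563 in KO#2 and 4 to 49 in both. The sets ranged from 1577 to 3530 (wt only), 199 to 507 (both KO clones only), 1732 to 2936 (all 3 lines), 1639 to 3659 (wt and KO#1 only), 299 to 1144 (wt and KO#2 only), 501 to 1524 (KO#1 only) and 304 to 825 (KO#2 only). From 582 to 958 genes differed from wt in both clones at 24 h, and r for KO#1 was 0.708 to 0.751.

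In the same fits, Hmga2 ranged from -1.79 to -1.39 in wt cells (adjusted p over all alternatives 0.000164 to 0.117, edgeR), from -2.59 to -1.24 in KO#1 and -2.56 to -1.52 in KO#2 against wt at 0 h, and from -0.82 to 0.27 in KO#2 at 24 h. Against wt at 0 h, KO#1 ranged from -0.98 to 0.52 for Emd and -0.55 to 0.014 for Lmnb1, and KO#2 from -0.29 to 0.036 for Nanog. At 24 h, KO#1 ranged from -0.020 to 0.068 for Suz12, -0.21 to 0.29 for Lmnb1 and -0.079 to 0.095 for Ezh2, and KO#2 from -0.10 to 0.47 for Lmnb1. Gapdh in wt cells ranged from -0.054 to 0.16. The naive panel at 0 h differed by -0.16 to 0.0047 and the primed panel at 24 h by -1.23 to -0.80, with an exact permutation p above 0.05 in 8 of 9 fits.

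Over all single genes, Hmga2 included, 28 values fell short of the threshold they had passed and 31 newly passed it, and with a library left out 68 and 4 did. The differences in response of Casp9 and Fhl1 were among them: over all alternatives their adjusted p-values in edgeR or DESeq2 ranged from 0.00118 to 0.352 and from 0.00171 to 0.368 in KO#1, and from 9.2e-05 to 0.0599 and from 0.00026 to 0.159 in KO#2.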

Differences from the paper's values

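For genes called in wt cells and KO#1 but not in KO#2, Fig. 2A of the paper shows about 650, read by eye, and 2767 were found here. None of the alternatives set before the data were examined closed the gap, with 1639 to 3741 genes. For genes called in wt cells and KO#2 but not in KO#1, Fig. 2A of the paper shows about 2700, read by eye, and 655 were found here. Again none of the alternatives set before the data were examined closed the gap, with 299 to 1144 genes. If the names of the KO clones in Fig. 2A are exchanged, the paper's about 650 stands against 655 and the paper's about 2700 against 2767. For genes called in 1 clone alone, Fig. 2A of the paper shows about 670 for KO#1 and about 980 for KO#2, read by eye, against 1002 and 664 here.

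The numbers of changed genes in the text of the paper and in the sheets of Table S1 lie close to those found here: the paper's 8341 against 8429 in wt cells, 6705 against 6774 in KO#1 and 4298 against 4324 in KO#2, and the paper's 2311 against 2342 for wt cells only and 343 against 340 for both KO clones only. For all 3 lines it is the paper's 2634 against 2665. With a threshold of 0.58 on the absolute log2 fold change beside the adjusted p-value, chosen after seeing the values, these were 8341, 6705, 4298, 2311, 343 and 2634. With RLE factors in edgeR, 343 genes were called in both KO clones only. For KO#1 against wt cells, Table S1 of the paper lists 1108 genes at 0 h and 1638 at 24 h, and 1108 and 1638 were found here without that threshold.

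The paper states that most of the genes changed in wt cells were similarly changed in KO cells. Here 31.4% were called with the same sign in both KO clones, 71.7% in at least 1 of them, and 87.8% had the sign of wt cells in both whether or not a change was called.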

Other observations

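In this part, the tests of compartments and that of GC content for the naive panel were chosen before their results were seen, and all other tests only after the result was seen. KO#2 stands here for the libraries labelled KO#2.

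Hmga2 counts were found in every KO library. At 24 h, with TMM factors, 2 of the 3 KO#2 libraries had less Hmga2 RNA than any wt library, and replicate 1, with 10.5 CPM, had more. This order depends on the scaling. With library sizes alone the log2 fold change of KO#2 against wt cells was 1.01. That setting shifted the median of all genes by 1.04, so the value is not specific to Hmga2. With single libraries left out, the log2 fold change ranged from -0.82 to 0.27, so that the difference from wt cells is uncertain. A mislabelled library was tested by correlating each of the 12 KO libraries with the other libraries of its own group and with the wt mean of its time point. Of these, 0 were closer to wt cells, and the smallest gap in correlation was 0.0189. The test can find a single exchanged library only. It cannot see a whole group under another name, since each library was compared with its own labelled group. RNA from feeder fibroblasts was tested by the relation of Hmga2 to the fibroblast panel over the 12 KO libraries, which gave r 0.904. The means of the groups go along with this in KO#1, where from 0 h to 24 h the fibroblast panel fell from 4.18 to 2.05 and Hmga2 fell to 2.26 CPM. They go against it in KO#2, where the panel fell from 5.18 to 3.55 while Hmga2 went from 4.73 to 5.65 CPM. At 24 h the panel was highest in KO#2 (3.55 against 2.05 in KO#1 and 1.58 in wt cells), and KO#2 replicate 1, with the most Hmga2, had the highest fibroblast score of that time point (4.14). RNA from fibroblasts is thus a candidate explanation for part of the Hmga2 counts, with the change over time in KO#2 as a value against it. The position of the deletion was not compared with single reads here, so RNA from the targeted gene itself cannot be told apart from it.

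Many genes were called only in wt cells while few had a different response by the interaction term. Of the former, 74.0% changed with the sign of wt cells in both KO clones. In simulated counts with 200 genes changed 4-fold in wt cells alone, 189 were called only in wt cells, and 83 had a different response called in both clones. The 74.0% is consistent with changes in the KO clones that fell short of the threshold. Low power alone, at the simulated 4-fold change and with no change in the KO clones, is not enough, since of the 2342 genes called only in wt cells the response differed in both clones in 3. Power at smaller changes was not simulated.

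The other comparisons were regrouped by the 4 splits of their 6 libraries that part all same-numbered pairs. In each of the 7 comparisons, of 24 h with 0 h in the 3 lines and of each KO clone with wt cells at each time point, 1 of 4 splits gave as many genes, the real one. The other 3 splits gave 0 genes, and at most 1 gene for KO#1 against wt at 0 h. At an unadjusted p-value under 0.05 they gave at most 1120 genes in wt cells, 4125 in KO#1 and 480 in KO#2 from 0 h to 24 h. For KO#1 and KO#2 against wt cells they gave at most 1271 and 549 at 0 h and 216 and 1527 at 24 h. A share under 0.05 is not possible with 4 splits, so they do not decide on chance, whatever the sizes of the counts. The 6 splits that part 1 pair gave at most 211 genes in KO#2 from 0 h to 24 h, at most 2 for KO#1 against wt at 0 h, and 0 in the other 5 comparisons. At an unadjusted p-value under 0.05 the largest of these counts were 2464, 1953 and 2587 for the 3 lines, 2703 and 1150 for the clones at 0 h, and 2132 and 1232 at 24 h.

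The naive panel was higher in the KO clones at 24 h. At 0 h, when the fibroblast panel was higher, the difference was -0.056. The naive panel is high at 0 h in every line, so this value cannot exclude a small contribution of fibroblast RNA at 24 h. After removing each library's trend on GC content, the difference at 24 h was 1.11. At 24 h the fibroblast panel was 0.47 higher than in wt cells in KO#1 and 1.97 higher in KO#2. The naive panel was 1.08 and 1.11 higher. KO#1 replicates 2 and 3 had lower fibroblast scores (1.95 and 1.71) than wt replicate 1 (2.03), and higher naive scores (4.44 and 4.53 against 3.55). KO#1 replicate 1 had a higher fibroblast score (2.50). These values argue against fibroblast RNA as the source of the whole difference in KO#1. The difference cannot be told apart from one between the 1 wt clone and the KO clones that is unrelated to Hmga2.

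Some genes were on in every KO library and near zero in every wt library. They were chosen after their values were seen. For this choice, CPM were counts scaled to the library total alone, without TMM factors. Above 1 CPM in all 12 KO libraries and with at most 3 counts in all 6 wt libraries were Camk4, Gm5806, Gm14292, Gm8420, Mrpl48-ps, Gm6368, Rps15a-ps8, Rpl15-ps2 and Gm8885. Of these 9 genes, 8 are processed pseudogenes, against 761 of the 16619 genes tested (4.58%; Fisher's exact p, one-sided, 1.61e-10, all 12 KO libraries higher). The reverse held for 4 genes, Apoa2, Ubd, Olig2 and Trim12a, of which 0 are processed pseudogenes. A variant between the cell lines and the reference, such as a strain difference or an inserted copy, may underlie the pseudogene counts. Reads shared with parent genes were not tested apart from it.

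Genes different from wt cells in both KO clones at 24 h with one direction were tested for linkage to the Hmga2 locus, as flanking DNA of another strain would give. Within 20 Mb of Hmga2, 7 of 164 tested genes (4.27%) were among them, against 5.61% of all tested genes (Fisher's exact p, one-sided, 0.821). Linked genes thus do not stand out.

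The response of X-linked protein-coding genes was lower in both KO clones than in wt cells, by different routes. Against wt cells, the X median was 0.10 at 0 h and -0.30 at 24 h in KO#1, and 0.76 at 0 h and 0.21 at 24 h in KO#2. Over 351 genes with an average log2 CPM above 2, the median difference in response was -0.40 in KO#1 and -0.53 in KO#2, with a median response of 0.48 in wt cells. The 18 autosomes other than chromosome 8 had medians from -0.19 to 0.03 and from -0.34 to 0.17. After removing the trend on GC content, the smaller of the 2 medians was -0.30, and the larger was -0.37. Shuffled chromosome labels gave as low a value on any chromosome in a share of 1e-04, the smallest they can give. Depth and fibroblast RNA were not tested for this pattern, so it cannot be told apart from them, and a single effect shared by both clones is not shown.

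Table S4 lists the 100-kb bins that the paper's Hi-C data at day 3 place in different compartments in wt and KO cells. RNA at 24 h was compared for the genes in these bins, as the mean log2 fold change of both KO clones against wt cells. For the 178 genes in 383 bins that pass from A to B, the median was -0.17, at percentile 10.3 of 10000 random lists matched on expression (-0.22 to 0.03 for the middle 95%). For the 289 genes in 542 bins that pass from B to A, the median was 0.21, at percentile 100 (random lists -0.16 to 0.05). After adjustment for GC content and expression it was 0.19, and random shifts of the bins along their chromosomes gave as high a value in a share of 1e-04, the smallest that 10000 shifts can give. Without chromosomes 8 and X it was 0.21 (279 genes, percentile 100), and in each clone alone it was 0.18 and 0.29 (percentile 100 for each). At 0 h the same genes already had a median of 0.21 (percentile 100). The higher RNA of genes in bins that pass from B to A is therefore consistent with a difference between the lines that was there before induction. Whether the compartments at 0 h differ between the lines was not analysed here, and with 1 wt clone in the RNA data an effect of Hmga2 cannot be told apart from a difference between clones.

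Values for genes that the paper studies as proteins follow. Against wt cells at 24 h, the log2 fold change in KO#1 and KO#2 was -2.16 (adjusted p = 0.000946) and -3.27 (adjusted p = 1.56e-05) for Hmga1, which was lower in 6 of 6 KO libraries than in any wt library, from edgeR's quasi-likelihood test. At 0 h it was -1.88 and -3.41. Suz12 was at -0.00044 and 1.56 at 24 h (adjusted p = 4.71e-05 in KO#2, higher in 3 of 3 libraries, edgeR) and at 0.31 and 1.21 at 0 h. Ezh2 was at -0.03 and 0.31 at 24 h. Lmnb1 was at 0.04 and 0.25 at 24 h and at -0.38 and -1.18 at 0 h. Emd was at -0.27 and -0.73 at 24 h, and Gapdh at -0.33 and -1.20. Single values whose sign changed with the processing are listed in the part on processing.

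The PRC2 panel was 0.37 higher in the KO libraries than in wt libraries at 24 h (exact permutation p = 0.0357) and 0.39 higher at 0 h (exact permutation p = 0.0714). By clone it was 0.20 higher in KO#1 and 0.54 higher in KO#2 at 24 h. Of its 8 genes, 0 were called different from wt cells in KO#1 at 24 h. In KO#2, 4 were called, 3 of them higher. GC content and scaling were not tested for this panel. All panel tests took libraries and not clones as units. The envelope panel differed by 0.29 at 24 h (exact permutation p = 0.0595) and by -0.03 at 0 h (exact permutation p = 0.81). The panel tests did not pair libraries by replicate number. Same-numbered wt and KO#1 libraries of 24 h correlated in their deviations with a mean r of 0.430. For replicates 1, 2 and 3 at 24 h, the envelope scores were 5.46, 5.61 and 5.88 in wt cells and 5.89, 5.91 and 6.32 in KO#1. In KO#2 they were 5.88, 5.80 and 5.85. The fibroblast panel changed by -1.92 in wt cells, -2.12 in KO#1 and -1.63 in KO#2 from 0 h to 24 h, and was 1.22 higher in the KO libraries than in wt libraries at 24 h (exact permutation p = 0.0833). Dcn, 1 of its 8 genes, went the other way. In wt cells it had 0 counts in each library at 0 h and was at least 11.5-fold higher at 24 h. It rose from 0.223 to 1.34 CPM in KO#1 and from 4.04 to 7.18 CPM in KO#2.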
